# Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology

**DOI:** 10.1186/1471-2164-13-250

**Published:** 2012-06-18

**Authors:** Aran O’Loughlin, David J Lynn, Mark McGee, Sean Doyle, Matthew McCabe, Bernadette Earley

## Abstract

**Background:**

Weaning of beef calves is a necessary husbandry practice and involves separating the calf from its mother, resulting in numerous stressful events including dietary change, social reorganisation and the cessation of the maternal-offspring bond and is often accompanied by housing. While much recent research has focused on the physiological response of the bovine immune system to stress in recent years, little is known about the molecular mechanisms modulating the immune response. Therefore, the objective of this study was to provide new insights into the molecular mechanisms underlying the physiological response to weaning at housing in beef calves using Illumina RNA-seq.

**Results:**

The leukocyte transcriptome was significantly altered for at least 7 days following either housing or weaning at housing. Analysis of differentially expressed genes revealed that four main pathways, cytokine signalling, transmembrane transport, haemostasis and G-protein-coupled receptor (GPRC) signalling were differentially regulated between control and weaned calves and underwent significant transcriptomic alterations in response to weaning stress on day 1, 2 and 7. Of particular note, chemokines, cytokines and integrins were consistently found to be up-regulated on each day following weaning. Evidence for alternative splicing of genes was also detected, indicating a number of genes involved in the innate and adaptive immune response may be alternatively transcribed, including those responsible for toll receptor cascades and T cell receptor signalling.

**Conclusions:**

This study represents the first application of RNA-Seq technology for genomic studies in bovine leukocytes in response to weaning stress. Weaning stress induces the activation of a number of cytokine, chemokine and integrin transcripts and may alter the immune system whereby the ability of a number of cells of the innate and adaptive immune system to locate and destroy pathogens is transcriptionally enhanced. Stress alters the homeostasis of the transcriptomic environment of leukocytes for at least 7 days following weaning, indicating long term effects of stress exposure in the bovine. The identification of gene signature networks that are stress activated provides a mechanistic framework to characterise the multifaceted nature of weaning stress adaptation in beef calves. Thus, capturing subtle transcriptomic changes provides insight into the molecular mechanisms that underlie the physiological response to weaning stress.

## Background

Weaning is a stressful event in the calf’s lifetime with alterations in behaviour [1-4], hormonal mediators of stress [5,6], and immune function [7-11] documented post-weaning. Stress-induced changes in immune function have been documented in cattle with alterations to cell-mediated and humoral immunity having a significant impact on immunocompetence which may increase susceptibility to disease [12-18]. Weaning, together with movement of beef calves from a pasture environment to a housing environment, has been shown to negatively affect total leukocyte, neutrophil and lymphocyte counts, lymphocyte immunophenotypes and the functional activity of neutrophils in beef calves [19]. These authors also reported a neutrophil and lymphocyte immunophenotypic response to housing of calves, indicating that housing can elicit a stress response, even when separated from weaning. More recently, O’Loughlin et al. [10] reported that the expression of pro-inflammatory cytokine genes in leukocytes, including IL-1β, IL-8, IFN-γ and TNFα, were up-regulated, up to 7 days post weaning, in calves that were housed together with their dams for 28 days prior to separation. The molecular mechanisms involved and the role of glucocorticoids in modulating the immune response to weaning at housing, however, remain to be elucidated.

Few studies in any species have sought to characterise the stress response and identify the regulatory input by cells of the immune system, particularly at the transcriptomic level. RNA-seq is a relatively new technique that provides a unique opportunity to deeply sequence the transcriptome of any species with single base resolution and without the need for a known reference genome sequence, allowing unparalleled, highly accurate quantification of differential gene expression, in addition to the identification of novel or unannotated genes, transcripts and alternative splicing events. Furthermore, RNA-seq generates absolute gene expression measurements, providing greater resolution and accuracy than microarrays [20]. Recently, Huang and Khatib [21] published the first bovine study to use RNA-seq, focusing on the transcriptomic landscape of embryos and concluded that this technology was highly suitable for future gene expression studies in the bovine, a conclusion in line with other groups [22]. In this study, a global gene expression approach was used to investigate the response to weaning at housing and to elucidate the key regulatory genes and pathways in beef calves. Thus, capturing subtle transcriptomic changes could provide insight into the molecular mechanisms that underlie the physiological response to stress.

## Methods

All animal procedures performed in this study were conducted under experimental licence from the Irish Department of Health and Children in accordance with the Cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulation 2002 and 2005.

### Animal model

Sixteen clinically healthy, spring-born, single-suckled, intact male Simmental beef calves were used in the study (Figure 1). Calves were born at the Teagasc Grange Research Centre and as part of standard husbandry and research management practices were accustomed to stockpersons and routine handling in the facilities. Calves were rotationally grazed together with their dams on a predominantly perennial ryegrass (*Lolium perenne*) based sward from April until weaning on 20 October, 2009. All calves in the study were immunized 28 days prior to weaning against bovine respiratory syncytial virus (BRSV) and infectious bovine rhinotracheitis (IBR) virus using *Rispoval-3* and *Rispoval-IBR* vaccines (Pfizer Animal Health, Co. Cork, Ireland), respectively. On day (d) 0, all calves were moved to a handling yard where they were assigned to one of two treatments prior to housing: 1), Control calves (C; n = 8; mean weight (s.d) 251.0 (47.8) kg; mean age (s.d.) 199 (34.4) days), were housed in pens with their dam (2 cow-calf pairs per pen) on concrete slatted floors, 2), Weaned calves (W; n = 8; mean weight (s.d.) 250.4 (29.1) kg; mean age (s.d.) 209 (35.4) days), were abruptly separated from their dam and housed in pens with other abruptly weaned calves (4 calves per pen), introducing a social reorganisation component. All pens were equipped with automatic drinkers, had concrete slatted floors and the space allowance in each pen was equal for animals. Calves were offered grass silage *ad libitum* and 1 kg/head/day concentrate feed throughout the study.

**Figure 1:**
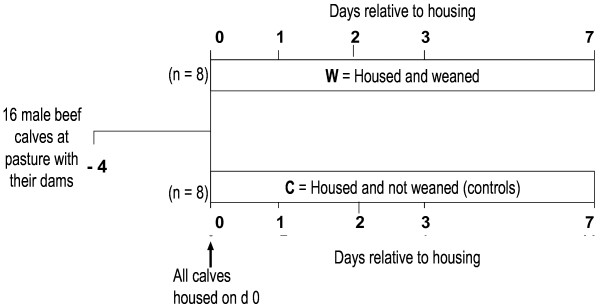
**Experimental design and rectal body temperature recording and blood sampling schedule for beef calves that were housed on day (d) 0, and either (i) weaned (W: n = 8), or (ii) not weaned (controls) (C: n = 8).** Rectal body temperatures were recorded and blood samples were collected on d −4, 0, 1, 2, 3, and 7 relative to housing on d 0. On d 0, samples were obtained prior to housing.

### Rectal temperature measurement

Rectal body temperature was recorded using a digital thermometer (Jorgen Kruuse A/S; Model VT-801 BWC Lot No 0701, Marslev, Denmark) on each occasion while the calves were waiting in the holding chute immediately prior to blood sample collection (Figure 1).

### Blood sample collection

Blood was sampled via jugular venipuncture on days −4, 0, 1, 2, 3 and 7 relative to weaning (d 0) (Figure 1). For this procedure, calves were led gently to a holding pen, with a squeeze chute facility and were blood sampled with minimal restraint. Blood sampling was carried out by the same experienced operator on each occasion and the time taken to collect the blood samples was less than 60 s/calf. Blood samples were collected into 1 × 6 mL K_3_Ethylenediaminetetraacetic acid (K_3_EDTA) tubes for haematological analysis, 1 × 8 mL lithium heparin tubes for haptoglobin analysis and 5 × 9 mL acid citrate dextrose (ACD) tubes (Vacuette, Cruinn Diagnostics, Ireland) for leukocyte isolations.

### Haematology variables

Unclotted whole K_3_EDTA blood samples were analysed using an ADVIA haematology analyser (AV ADVIA 2120, Bayer Healthcare, Siemens, UK) equipped with software for bovine blood. Total leukocyte, neutrophil, lymphocyte, eosinophil and monocyte percentage, red blood cell (RBC) number, haemoglobin (HGB), mean corpuscular haemoglobin concentration (MCHC), haematocrit (HCT) percentage and platelet (PLT) number were measured. The neutrophil:lymphocyte (N:L) ratio was also calculated.

### Haptoglobin and cortisol

Plasma was harvested from the lithium heparin anti-coagulated blood tubes following centrifugation at 1600 × *g* at 4 °C for 15 min and stored at −80 °C until analysis. The concentration of plasma haptoglobin was measured using an automatic analyzer (spACE, Alfa Wassermann, Inc., West Caldwell, NJ, USA) and commercial assay kit (Tridelta Development Ltd., Wicklow, Ireland) and cortisol was assayed using the Correlate-EIA kit from Assay Designs (Ann Arbour, MI, USA) according to the manufacturers’ instructions.

### Statistical analyses of the haematological, haptoglobin and cortisol data

Haematological, haptoglobin and cortisol data were tested for normality using PROC UNIVARIATE and the Shapiro-Wilk test and data that were not normally distributed were log transformed prior to statistical analyses. Haematological, physiological and rectal temperature data were analysed as repeated measures using the PROC MIXED procedure of SAS (Version 9.1, SAS Institute, Cary, NC). The first sample (d −4; sample 1) was used as the baseline covariate in the statistical analysis of the data. Animal was the experimental unit and was specified as a repeated measures effect, and the dependence within animal was modelled using an unstructured covariance structure. Differences between treatments were determined using the Tukey-Kramer test for multiple comparisons. Least squares means (Lsmeans) were considered significantly different at the *P* < 0.05 probability level.

### Leukocyte isolation from whole blood and subsequent RNA extraction

Thirty-six mL of blood collected in ACD tubes was pooled from each animal within 30 min of collection and split into three 12 mL aliquots. Red blood cells were lysed and the total leukocyte portion was collected and stored at −80 °C as described by O’Loughlin et al. [10]. A modified TRI Reagent extraction method was used to extract total RNA from leukocytes via homogenization of the pellet in TRI Reagent and the subsequent addition of chloroform followed by precipitation using isopropanol and ethanol. RNA was quantified using a Nanodrop Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). RNA quality was assessed on an Agilent 2100 Bioanalyser (Agilent Technologies Ireland Ltd., Dublin, Ireland) and all RNA samples were found to have an RNA Integrity Number (RIN) greater than 9.0.

### RNA-seq library preparation

Single-read, 36 bp libraries were prepared for 6 animals per treatment, selected at random, on d 0, 1, 2 and 7 of the study. All 48 libraries were prepared from a starting material of 10 μg of high quality total RNA. Briefly, total RNA was heated at 65 °C for 5 min to disrupt secondary structures and the mRNA was isolated using 100 μL of Dyna oligo(dT) beads. This step was repeated in order to ensure the removal of genomic DNA, ribosomal RNA and other contaminating RNA. Fragmentation Reagent (Ambion) was used to fragment mRNA prior to synthesis of double-stranded cDNA. cDNA was synthesised using random hexamer primers and SuperScript II reverse transcriptase. Following second strand cDNA synthesis, each sample was purified using a QIAquick PCR spin column. Fragments were end repaired with T4 DNA polymerase and *E. coli* DNA Polymerase I Klenow fragment to remove 3’-overhangs and fill in 5’-overhangs. In order to prepare the cDNA fragments for adapter ligation, an additional “A” base was added to the 3’ end of the phosphorylated DNA fragments using Klenow Fragment 3’-to-5’ exo-. Adapters were ligated to the DNA fragments using Quick T4 DNA Ligase at room temperature for 15 min. Following adapter ligation, 10 μL of sample was loaded onto a 2% agarose gel in 1X TAE buffer. The gel was run at 120 V for 70 min. The gel was then visualised on a Dark Reader Transilluminator and a band of gel corresponding to the 250 bp ladder band was excised using a GeneCatcher Disposable Gel Excision tip. The DNA was then purified from this gel band using the QIAquick Gel Extraction kit and eluted in 30 μL of EB solution. PCR reactions were performed on the gel purified cDNA in a 50 μL reaction using Illumina supplied PCR primers 1.1 and 2.1 and Phusion High-Fidelity DNA polymerase for 15 cycles. Following the PCR step, the final libraries were purified using a QIAquick PCR spin column, quantified with a Qubit Fluorometer and stored at −80 °C until sequencing. Library size was confirmed by running 5 μL of each library on a gel and visually inspecting for the sole presence of a 250 bp band. Each library was sequenced in an individual lane on one of eight flowcells using a 36 bp single-end sequencing kit (version 4) at a concentration of 8.5 pM. Sequencing was carried out using an Illumina Genome Analyzer II at the Conway Institute, University College Dublin (Dublin, Ireland).

### Alignment of sequencing reads to the bovine genome and identification of differentially expressed genes

FastQC (version 0.9.1)(http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/) was used to assess the quality of reads from each lane of each flowcell based on a number of variables including per base sequence quality, per sequence quality score, per base N count and over-represented sequences (Figure 2). Bowtie (version 0.12.7) [23], the ultrafast, memory-efficient short read aligner was used to align the fastq output reads from the Genome Analyzer to the bovine genome (Btau4.0). The Bowtie script used allowed for no mismatches between a read and the reference genome and any read that had more than one reportable alignment to the reference genome was suppressed to avoid ambiguity in location. All retained reads were output in SAM format for further analysis. Using Strip_Sam_Duplicates, a script developed in-house (Dr. Chris Creevey, personal communication), multiple reads that aligned to the exact same position in the genome were removed due to their potential PCR bias introduced during library preparation. A single read with the highest PHRED quality score was retained at each of these locations. HTseq (v0.4.6p2)(http://www-huber.embl.de/users/anders/HTSeq) was used to convert aligned reads into counts per gene using the union model and the Ensembl v61 annotation of the bovine genome (ftp://ftp.ensembl.org/pub/release-61/fasta/bos_taurus/dna/). The above analysis used the number of reads mapping over the entire gene length to identify differentially expressed genes. This analysis could potentially miss cases where alternative splice variants are differentially expressed between comparisons. To investigate for such cases, reads were also mapped to exons using HTseq in order to identify differentially expressed exons instead of genes. Additional file 1: Table S1 contains the raw read counts broken down by gene and sample.

**Figure 2:**
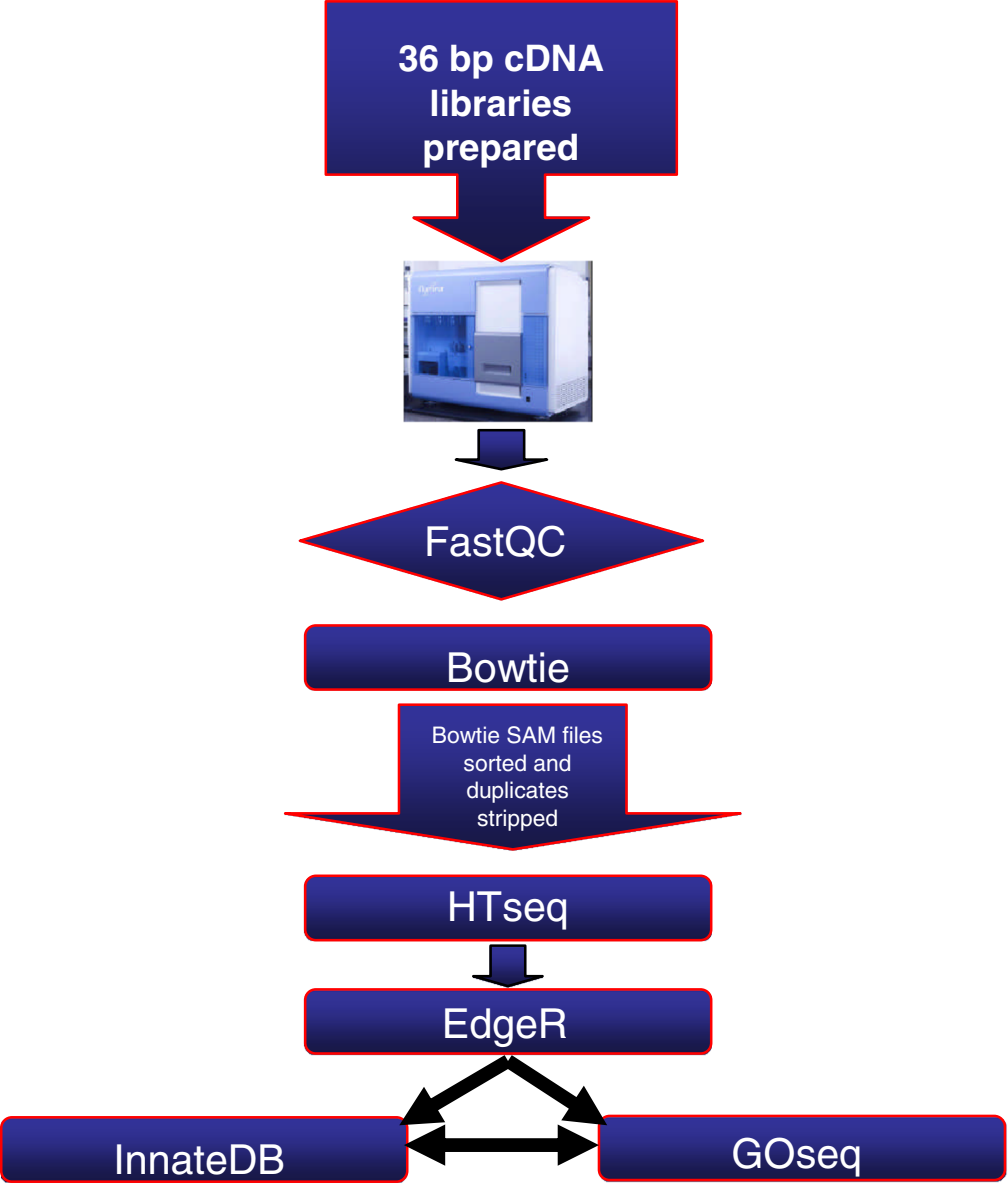
**Bioinformatic pipeline employed in the analysis of RNA-seq data.** Following sequencing on the GA_II_, FastQC was used to assess sequencing quality prior to aligning reads to the bovine genome with Bowtie. Counts were then assigned to each gene/exon with HTseq prior to the calculation of differential gene expression with EdgeR.

The R (version 2.11.0) Bioconductor package EdgeR (version 1.6.12) [24] was used to identify differentially expressed genes (and separately, exons) (Figure 2). EdgeR models data as a negative binomial distribution to account for biological and technical variation using a generalisation of the Poisson distribution model. Prior to assessing differential expression, data were first normalised across libraries using the trimmed mean of M-values normalization method [25]. Genes and exons were considered differentially expressed with a Benjamini-Hochberg false discovery rate (FDR)-corrected P-value < 0.05 and a fold change ≥ 2 [26]. All sequence data produced in this study has been submitted to NCBI GEO under accession number GSE37447.

### Over-representation analysis to identify gene ontology terms and pathways differentially regulated by weaning stress

Differential expression in RNA-seq data was calculated based on the number of reads aligning to a gene, thus there was greater statistical power to detect longer genes as significantly differentially expressed than shorter genes [27]. If a set of genes associated with Gene Ontology (GO) categories [28] are a non-random set with a preponderance of long or short genes, as is often the case, then transcript length will result in a bias of the GO analysis [29]. Therefore, it was necessary to correct for this bias in the RNA-seq data when identifying over-represented GO terms as there was a greater statistical power to detect GO categories with a prevalence of longer genes as over-represented.

Differentially expressed genes (DEG) from this study were analysed using the R package GOseq (version 1.1.7) which corrected for gene length bias [29]. The software package quantified the likelihood of a gene being differentially expressed as a function of transcript length which was incorporated into the final statistical test. GOseq was used to identify GO terms which were significantly more represented than expected by chance. GO terms were considered statistically significant at an FDR < 0.1.

The InnateDB pathway analysis tool [30] was used to identify significantly over-represented biological pathways using the hypergeometric test. Due to the minimal amount of pathway annotation available for the bovine genome, bovine genes and exons were converted to their human Ensembl orthologs prior to analysis ( Additional file 2: Table S2). Pathways were considered significantly over-represented with an FDR < 0.1. A potential concern was that the pathway analysis of RNA-seq data may be subject to the same gene length related biases affecting the GO analysis. To determine whether this was the case, GOseq was also used (using imported InnateDB pathway annotations, March 15, 2011 release) to identify over-represented pathways. The same pathways were identified by InnateDB and GOseq and as such InnateDB (an interactive web-based platform) was utilised in the study.

### oPOSSUM analysis to detect transcription factors likely to contribute to differential gene expression

A further analysis was performed using the significantly differentially expressed genes detected by EdgeR in order to identify transcription factors involved in gene expression changes during the stress response. Significantly differentially expressed human orthologs from each comparison were divided into two groups for analysis, up-regulated and down-regulated genes. These groups of genes were then analysed using the publicly available web-based system, oPOSSUM [31] to detect over-represented transcription factor binding sites (TFBS) in the promoter regions of each set of genes. To detect common TFBS, the approach was taken to examine 5,000 base pairs upstream and downstream of each transcription start site (TSS). Transcription factors were matched based on their corresponding binding site and over-represented transcription factors were considered to be significant at a Z-score ≥ 10 and a Fisher score ≤ 0.01.

## Results

### Physiological response to weaning stress at housing on neutrophils, lymphocytes, platelets, cortisol and haptoglobin

There was a treatment × sampling time (*P* < 0.001) interaction for total leukocyte number on d 3 where leukocyte number was greater in control calves compared with baseline with no change in weaned calves relative to baseline (Table 1). There was a treatment ×sampling time interaction (*P* < 0.001) for neutrophil percentage whereby on d 1 it increased in weaned calves before returning to pre-weaning baseline, whereas control calves differed from baseline on d 3 (Figure 3a). This resulted in a higher neutrophil percentage in weaned calves compared with control calves on day 1. There was a treatment × sampling time interaction (*P* < 0.001) for lymphocyte percentage, which was converse to that of neutrophils (Figure 3b). This relationship was reflected in the N:L ratio, which increased from pre-weaning baseline in weaned calves on d 1 and was higher than control calves at this time, while it also increased from baseline in weaned calves on d 3. Platelet number decreased from baseline on d 1 in weaned calves and was also lower than control calves at this sampling time-point (Figure 3c). There was a treatment × sampling time interaction for monocyte percentage (*P* < 0.05) and MCHC (*P* < 0.05) where monocytes were lower than baseline in weaned calves on d 7 and MCHC increased from baseline on d 1 in weaned and control calves, and on d 3 in weaned calves.

**Table 1:** **Effect of stress on haematological variables**^**1**^**in control and weaned calves**

		**Days post weaning**					***P*-values**		
**Variable**		0	1	2	3	7	T	S	T × S
**Total Leukocytes**	C	13.3 ± 0.97	13.8 ± 1.44	13.9 ± 0.71	15.6^bx^ ± 1.08	13.9^x^ ± 0.61	NS	NS	*
(×10^3^ cells/μL)	W	12.2 ± 0.91	13.2 ± 1.34	12.1 ± 0.66	12.2^y^ ± 1.01	11.3^y^ ± 0.57			
**Neutrophils, %**	C	23.7 ± 2.63	24.9^x^ ± 2.30	28.9 ± 2.92	34.9^b^ ± 3.12	28.9 ± 2.29	NS	NS	***
	W	30.9 ± 2.45	43.4^cy^ ± 2.14	29.7 ± 2.72	30.1 ± 2.90	26.3 ± 2.14			
**Lymphocytes, %**	C	63.7 ± 2.87	63.9^x^ ± 2.17	58.3 ± 2.44	53.3^b^ ± 2.59	59.0 ± 2.50	NS	NS	***
	W	58.4 ± 2.67	44.9^cy^ ± 2.02	58.8 ± 2.27	57.8 ± 2.41	64.1 ± 2.33			
**N:L Ratio**	C	0.38 ± 0.076	0.41^x^ ± 0.061	0.52 ± 0.079	0.69^b^ ± 0.098	0.51 ± 0.056	NS	NS	***
	W	0.57 ± 0.071	0.99^cy^ ± 0.057	0.52 ± 0.074	0.54 ± 0.091	0.42 ± 0.052			
**Eosinophils, %**	C	2.7 ± 0.46	1.9^a^ ± 0.23	3.4 ± 0.86	3.7 ± 0.89	3.5 ± 1.18	NS	NS	NS
	W	1.6 ± 0.43	1.9 ± 0.21	2.3 ± 0.79	1.9 ± 0.83	1.8 ± 1.09			
**Monocytes, %**	C	6.6 ± 0.36	7.1 ± 0.44	7.2 ± 0.39	6.1 ± 0.63	5.9 ± 0.45	NS	NS	*
	W	7.5 ± 0.33	6.9 ± 0.41	6.9 ± 0.36	7.5 ± 0.59	5.7^b^ ± 0.42			
**RBC**	C	11.9 ± 0.21	11.8 ± 0.19	12.3^b^ ± 0.24	12.1 ± 0.27	12.1 ± 0.28	NS	NS	NS
(×10^6^ cells/μL)	W	11.6 ± 0.22	11.6 ± 0.21	11.8 ± 0.26	11.8 ± 0.29	11.8 ± 0.29			
**HCT, %**	C	34.6 ± 0.68	34.4 ± 0.69	35.9^b^ ± 0.84	35.5 ± 0.85	35.3 ± 0.81	NS	*	NS
	W	33.5 ± 0.64	33.4 ± 0.65	34.1 ± 0.78	34.5 ± 0.79	34.2 ± 0.76			
**HGB** (g/dL)	C	13.0 ± 0.19	13.1 ± 0.25	13.5^b^ ± 0.28	13.4 ± 0.29	13.4 ± 0.29	NS	*	NS
	W	12.7 ± 0.19	12.8 ± 0.23	12.9 ± 0.26	12.9 ± 0.28	12.9 ± 0.27			
**MCHC** (g/dL)	C	37.7 ± 0.28	38.1^b^ ± 0.24	37.7 ± 0.22	37.7 ± 0.23	37.9 ± 0.29	NS	NS	*
	W	37.9 ± 0.26	38.5^c^ ± 0.22	37.8 ±0.21	37.5^a^ ± 0.21	37.7 ± 0.27			
**Platelet number**	C	640.1 ± 63.06	697.2^x^ ± 60.73	700.4 ± 55.59	684.8 ± 57.03	665.2 ± 49.91	NS	*	NS
(×10^3^ cells/μL)	W	604.5 ± 58.79	469.4^ay^ ± 56.62	596.4 ± 51.83	562.3 ± 53.17	536.3 ± 46.54			

^**1**^Haematological variables; total leukocyte, neutrophil and lymphocyte percentage, neutrophil:lymphocyte (N:L) ratio, eosinophil and monocyte percentage, red blood cell (RBC) number, haematocrit (HCT) percentage, haemoglobin (HGB) and mean corpuscular haemoglobin concentration (MCHC). The values are expressed as least squares means (Lsmeans) ± s.e.

C = Control, W = Weaned, T = treatment, S = sampling time, T × S = treatment × sampling time interaction, NS = not significant (*P* > 0.05).

* = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001.

^a,b,c^Within rows, Lsmeans differ from pre-weaning baseline by *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

^x,y^Between rows, Lsmeans differ between treatments by *P* < 0.05.

**Figure 3:**
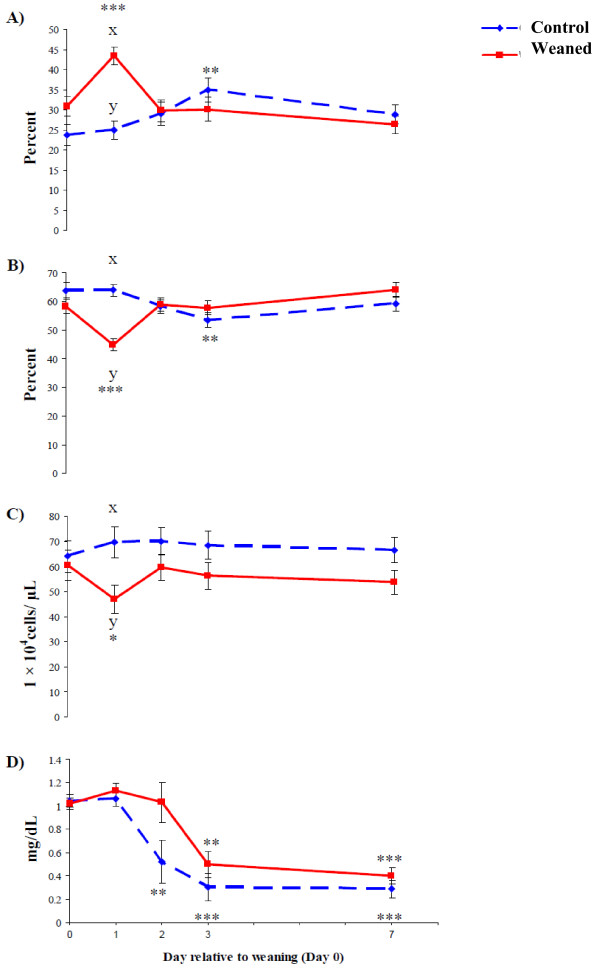
**Physiological profiles of weaned and control calves in response to stress.** Neutrophil percentage (**A**) rapidly increased on day 1 following weaning, indicating a profound stress response that was reciprocally matched by lymphocyte percentage (**B**). Platelet number (**C**) also decreased in response to weaning while haptoglobin (**D**) decreased in both weaned and control calves. * = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001 Lsmeans differ relative to baseline (Day 0). ^x,y^Lsmeans differ between location by *P* < 0.05.

There was a treatment × sampling time interaction (*P* < 0.05) for serum cortisol concentration whereby on d 1 concentration was greater in weaned calves compared with control calves but not subsequently (*P* > 0.05) (Table 2). Plasma concentration of haptoglobin decreased (*P* < 0.001) from baseline on d 2 in control calves and on d 3 in weaned calves and subsequently remained lower (*P* < 0.001) than baseline (Figure 3d).

**Table 2:** Effect of stress on circulating cortisol and haptoglobin concentrations in control and weaned calves

		**Days post weaning**					***P*-values**		
**Variable**		0	1	2	3	7	T	S	T × S
**Cortisol**	C	6.1 ± 1.17	4.3^x^ ± 1.36	8.5 ± 1.81	5.7 ± 1.31	9.7 ± 2.29	NS	*	*
(ng/mL)	W	6.3 ± 1.09	8.4^y^ ± 1.27	8.4 ± 1.68	8.4 ± 1.23	6.5 ± 2.14			
**Haptoglobin**	C	1.04 ± 0.052	1.07 ± 0.068	0.52^b^ ± 0.184	0.30^c^ ± 0.122	0.29^c^ ± 0.076	NS	***	NS
(mg/mL)	W	1.02 ± 0.049	1.14 ± 0.063	1.03 ± 0.173	0.49^b^ ± 0.114	0.39^c^ ± 0.071			

The values are expressed as least squares means (Lsmeans) ± s.e.

C = Control, W = Weaned, T = treatment, S = sampling time, T × S = treatment × sampling time interaction, NS = not significant (*P* > 0.05).

* = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001.

^a,b,c^Within rows, Lsmeans differ from pre-weaning baseline by *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

### Preliminary analysis of RNA-seq data

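Total leukocytes of 12 calves were sequenced, of which 6 were weaned at housing and 6 were housed unweaned as controls, and each calf gave 1 library before housing on d 0 and 1 library on each of d 1, 2 and 7. The authors deposited the number of reads they counted on each Ensembl gene, as raw counts without normalisation. The reads had been aligned to Btau4.0 with no mismatches, reads with several alignments had been suppressed, and all but 1 read at each genomic position had been removed before the counting. The table holds 25669 genes, of which 18206 have at least 1 count. Total counts per library lay between 1662995 and 4256011, with a median of 3600161, and 3 counts in a library, taken here as the smallest number that can be told from none, correspond to 0.705 to 1.80 CPM, which are counts relative to the total of the library. For all values of single genes, this total was scaled by the TMM factor. This limit covers counting error only. Between libraries of the same treatment and day, the squared differences in counts were 2.79 to 57.9 times those of counting noise (chi-square per degree of freedom, 120 pairs of libraries). The table gives neither symbols nor positions, so the symbols used here are those of the human orthologs that Tables S2, S5 and S9 pair with bovine identifiers, which named 643 genes of the table.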

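Differential expression was computed from these counts for each pair of groups, with 12 libraries each time, after trimmed mean of M-values (TMM) normalisation in edgeR. Genes with at least 10 counts in total over the 12 libraries were tested with edgeR's quasi-likelihood F-test. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change at least 2-fold, the thresholds of the paper's methods. The paper's text names edgeR, the negative binomial distribution and TMM, but not how the dispersion was estimated. Expression is given as mean CPM ± SD over 6 calves, changes are on the log2 scale with their standard error (SE), and permutation tests of single genes are exact and two-sided. Where every library of one group had 3 counts or fewer, the change is given as a lower bound against that floor, and where this bound is below 1, or both groups were at the floor, no fold is given. The bound divides the observed mean of the higher group by the floor. It allows for the few counts of the lower group only, not for the spread between calves, and is no confidence limit.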

Forty-eight libraries representing 12 animals in two different treatments (control (n = 6) and weaned (n = 6)) on d 0, 1, 2 and 7 were prepared from total leukocyte mRNA. Collectively, this resulted in 1,089,256,422 sequenced reads with an average of 22,692,824 reads per lane ( Additional file 3: Table S3). On average, 4,479,044 reads per lane failed to align, while a further 4,325,899 aligned to multiple genomic locations. A conservative approach was adapted towards identical reads aligning to the same genomic position whereby all but one of these reads was removed at each genomic location. 

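Table S3 lists the reads of the 48 libraries, which were spread over 8 flowcells. Of the reads aligned to a single position, the share that was kept after the removal of identical reads differed between libraries, from 31.8% to 63.1% with a median of 46.6%. Among the groups, the mean share was lowest in control calves on d 7, at 43.5% ± 8.07 (SD, n = 6), and highest in weaned calves on d 7, at 50.5% ± 7.29 (SD, n = 6). Between 38.8% and 63.3% of the kept reads, with a median of 55.8%, were counted on genes.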

An average of 7,402,570 reads per lane were removed due to their potential role in introducing PCR bias, leaving 6,485,330 unique reads per lane, or approximately 28% of reads, successfully aligned to a single genomic location. These were used for subsequent analysis, comparable to other recent RNA-seq studies [32,33].

### Pathway analysis of differentially expressed genes to characterise the transcriptomic differences between weaned and control calves

In order to identify key differences between the weaned and control treatments, InnateDB pathway analysis was utilised and identified four main pathway categories, cytokine signalling, transmembrane transport, haemostasis and G-protein-coupled receptor (GPRC) signalling as statistically over-represented among differentially expressed genes in the weaned animals in comparison with controls ( Additional file 4: Table S4; Additional file 5: Table S5). 

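The genes that Table S4 lists in these 4 categories were examined one by one in the counts. Most were expressed at a low level, with a median over the genes of each list of 16 to 769.5 counts in total across the 12 libraries compared. On d 1 and d 2, the smallest adjusted p among the listed genes was 0.959 and 0.95, and on d 7 it was 0.159. Every listed gene with enough counts to be tested had the direction given in Table S4.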

Where a pathway was not significantly over-represented, no genes are listed. Graphic representations of the number of differentially expressed bovine genes are represented in Figure 4 ( Additional file 2: Table S2 contains full list of DEG).

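Between weaned and control calves, no gene was called on d 1 among 14078 tested, on d 2 among 13949 or on d 7 among 13932, and the smallest adjusted p was 0.139, 0.905 and 0.158 on the 3 days. At an unadjusted p under 0.05 there were 424 genes on d 1, 470 on d 2 and 3552 on d 7, which is 3.01%, 3.37% and 25.5% of the genes tested. On d 0, before housing, the same comparison gave 868 such genes among 13926 (6.23%), and 0 were called. The paper lists 276 genes on d 1, 411 on d 2 and 1318 on d 7, of which 239, 381 and 1260 had enough counts to be tested. All of these changed in the direction listed, and 124, 226 and 1002 of them had an unadjusted p under 0.05. Across the listed genes, which are not independent replicates, the computed and the listed log2 changes had a Pearson correlation of 0.997 on d 1, 0.997 on d 2 and 0.996 on d 7. The counts moved with the test. The exact test of edgeR with a common dispersion called 40 genes on d 1, 75 on d 2 and 865 on d 7, and it also called 68 genes on d 0, of which 10, 19 and 19 were among those called on the later days. The largest count among the alternatives named beforehand was 1137 on d 7, in the fit that left out weaned calf 1809.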

**Figure 4:**
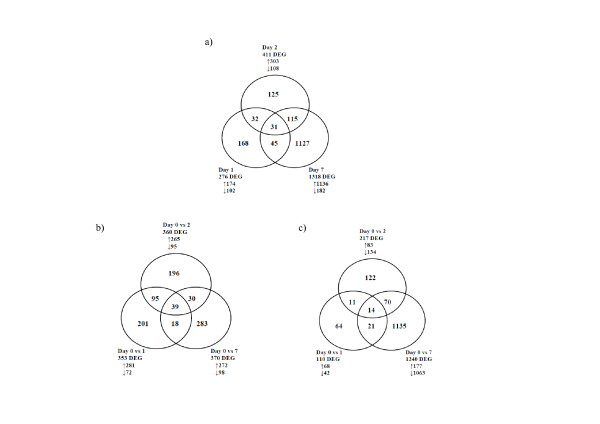
**Venn diagram analysis of the number of differentially expressed genes between treatments.** The comparison of weaned versus control calves at each time point is shown in (**a**) while (**b**) represents the comparison of differentially expressed genes from day 1, 2 and 7 to d 0 in weaned calves (response to weaning stress) and (**c**) shows the comparison of day 1, 2 and 7 to d 0 in control calves (response to housing stress).

### Cytokine signalling

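For d 1, Table S4 assigns 9 genes to cytokine signalling, and 8 of them had at least 10 counts over the 12 libraries. FLT3 (ENSBTAG00000018572) had 12.95 ± 3.44 CPM (SD, n = 6) in weaned calves and 6.32 ± 3.12 CPM (SD, n = 6) in control calves, a log2 change of 1.00 (SE 0.32, adjusted p = 0.959, exact permutation p = 0.013). KDR (ENSBTAG00000000782) had 8.20 ± 6.54 CPM against 4.12 ± 1.15 CPM, a log2 change of 0.98 (SE 0.43, exact permutation p = 0.136). Calf 1758 held 87 of its 196 counts in weaned calves, and with each calf left out in turn the change ran from 0.45 to 1.15. IL8 (ENSBTAG00000019716), which the paper also writes CXCL8, had 2.80 ± 2.96 CPM against 0.774 ± 0.918 CPM, a log2 change of 1.78 (SE 0.83, exact permutation p = 0.132). PPBP (ENSBTAG00000032425), the paper's CXCL7, had 6.77 ± 11.2 CPM against 1.57 ± 0.639 CPM, a log2 change of 2.04 (SE 0.87). Calf 1769 alone held 113 of its counts, or 59.8%, and without that calf the log2 change was 0.52. CXCL5 (ENSBTAG00000009812) had 33 counts over the weaned and 6 over the control libraries, with an observed mean at least 1.57-fold higher in weaned calves (exact permutation p = 0.284). Calf 1769 held 21 of its counts. TNFRSF11A and CCL24 were also higher in weaned calves. XCL2 had 9 counts in weaned and 1 in control calves with no library above 3, so that no fold is given (exact permutation p = 0.0411), and IFNK, with 6 counts in weaned and 0 in control calves, had too few counts for the F-test. Of the 8 genes, 6 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Adjusted over these 8 genes alone, 1 was under 0.05, at 0.0491, although the list was drawn from the paper's own calls on the same counts.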

On d 1, the cytokine signalling pathway was transcriptionally activated between treatments with nine genes in this pathway up-regulated in weaned calves. However, this pathway was not statistically over-represented on d 2 and d 7, despite the differential expression of a number of cytokines at these other time points.

### Transmembrane transport

Similar to the cytokine signalling pathway, the transmembrane transport pathway was transcriptionally activated on d 1 with a number of differences observed between weaned and control calves. 

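The solute carriers that Table S4 lists as up-regulated on d 1 are SLC4A5, SLC14A1, SLC10A6, SLC5A11, SLC12A3 and SLC26A3. SLC4A5 (ENSBTAG00000004884) had 2.49 ± 0.738 CPM (SD, n = 6) in weaned and 1.03 ± 0.480 CPM (SD, n = 6) in control calves, a log2 change of 1.23 (SE 0.37, adjusted p = 0.959, exact permutation p = 0.00649). SLC14A1 (ENSBTAG00000019870) had 65 counts over the weaned libraries and 21 over the control libraries, a log2 change of 1.36 (SE 0.49, exact permutation p = 0.0303). SLC10A6 (ENSBTAG00000016794) was at least 1.27-fold higher in weaned calves, with 27 counts against 9. No fold can be given for the other 3, of which SLC5A11 had 20 counts against 7, SLC12A3 had 8 against 1 and SLC26A3 had 6 against 0. The list also holds AQP1 (ENSBTAG00000000745), at least 1.01-fold lower in weaned calves with 5 counts against 17, and SLC6A5 (ENSBTAG00000014300), at least 1.09-fold lower with 6 counts against 18. In AQP1, control calf 1789 held 10 of the counts. Of the 6 genes tested, 3 had an unadjusted p under 0.05. The count was 2 after adjustment over the 6 genes alone, which the paper chose on the same counts, and 0 over all genes.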

There was an up-regulation of six genes in weaned calves, all of which are members of the solute-carrier gene superfamily. Of the nine differentially expressed transmembrane transport pathway genes, eight were up-regulated on d 2. 

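Identifiers were found for 8 of these 9 genes, and 7 of the 8 had enough counts to be tested. In 5 of the 8, a single library held at least 50% of the counts. SLC24A5 (ENSBTAG00000004854) had 6.12 ± 5.24 CPM (SD, n = 6) in weaned and 2.99 ± 0.343 CPM (SD, n = 6) in control calves, a log2 change of 1.04 (SE 0.42, adjusted p = 0.95, exact permutation p = 0.0801). SLC6A2 (ENSBTAG00000003353) had 17.1 ± 29.7 CPM against 7.63 ± 7.97 CPM, a log2 change of 1.07 (SE 0.82). Weaned calf 1762 held 180 of its counts, and the log2 change was -0.63 without that calf and -0.02 with flowcell as a block. SLC5A7 (ENSBTAG00000004352) had 2.59 ± 4.63 CPM against 0.950 ± 0.268 CPM, a log2 change of 1.43 (SE 0.78). It had 51 of its counts in weaned calf 1758, and its log2 change was -0.37 without that calf and -0.65 with flowcell as a block. No other library of d 2 was on the flowcell of calf 1758. The block thus also took that calf out of the estimate and is no separate check. SLC6A15 (ENSBTAG00000018432) had an observed mean at least 1.96-fold higher in weaned calves (exact permutation p = 0.597). However, 40 of its 47 counts in that group came from calf 1758, and without that calf the modelled log2 change was -0.23. All 15 counts of SLC4A1 in weaned calves came from calf 1770, and all 7 counts of SLC26A3 came from calf 1758, so that no fold is given for either. SLC29A4 had 97 counts in weaned and 38 in control calves, with 57.0% of the sum in calf 1770. SLC12A3, the gene listed as lower, had 1 count against 9. Of the 7 genes tested, 2 had an unadjusted p under 0.05, and 0 remained after adjustment over the 7 genes alone.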

By d 7, this pathway was no longer significantly over-represented.

### Haemostasis

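Both genes that Table S4 assigns to haemostasis on d 1 were close to the limit of detection. PDE5A (ENSBTAG00000024888) had 10 counts over the 6 weaned libraries and 1 count over the 6 control libraries (exact permutation p = 0.106). MRVI1 (ENSBTAG00000007129) had 18 counts against 3, of which calf 1769 held 10 (exact permutation p = 0.115). In neither gene did a control library exceed 1 count, and no fold can be given at this depth. The adjusted p was 0.959 for both over all genes and 0.0394 over these 2 genes alone, which the paper chose on the same counts.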

Two genes, phosphodiesterase 5A, cGMP-specific (PDE5A) and Inositol 1,4,5-triphosphate receptor-associated cGMP kinase substrate (MRVI1), were altered in the haemostatic pathway on d 1 with both up-regulated in weaned animals. This changed on d 2 with two genes, collagen type 1 alpha 1 (COL1A1) and collagen type 1 alpha 2 (COL1A2) down-regulated in weaned calves. These two genes were down-regulated on d 7, along with the up-regulation of a third gene, the surface integrin α2β1.

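COL1A1 (ENSBTAG00000013103) had 7.91 ± 9.27 CPM (SD, n = 6) in weaned and 41.0 ± 46.9 CPM (SD, n = 6) in control calves on d 2, a log2 change of -2.38 (SE 0.97, adjusted p = 0.95). COL1A2 (ENSBTAG00000013472) had 3.79 ± 3.83 CPM against 18.4 ± 20.9 CPM, a log2 change of -2.29 (SE 0.92, adjusted p = 0.95). The spread between control calves was as large as the difference between the groups, and the exact permutation tests gave p = 0.175 for COL1A1 and p = 0.208 for COL1A2. Control calf 1789 held 46.9% of the COL1A1 counts. With each calf left out in turn, the log2 change of COL1A1 lay between -3.06 and -1.56. Before housing, on d 0, COL1A1 had 24.0 ± 24.7 CPM in control calves and a higher mean in weaned calves, as the plot of COL1A1 by calf and day shows. The exact test with a common dispersion called both genes.

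**Figure D1:**
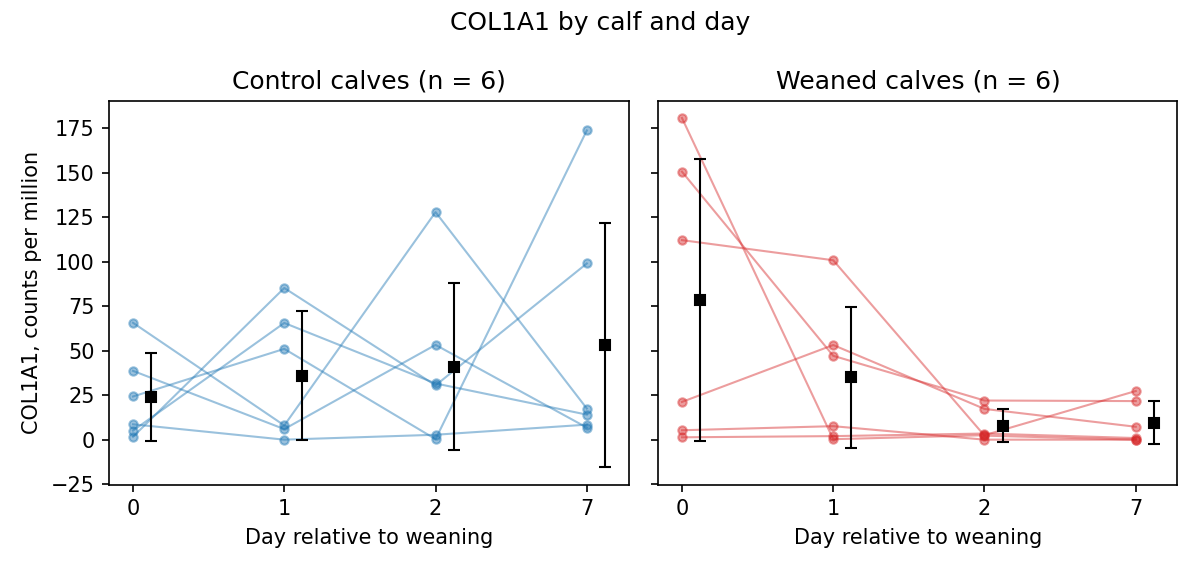
COL1A1 in CPM (vertical axis) on each sampling day relative to weaning (horizontal axis), in control calves on the left and weaned calves on the right. Each line joins the libraries of 1 calf, and squares with bars give the mean ± SD of 6 calves. On d 7, control calves lie between 6.79 and 174 CPM.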

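On d 7, COL1A1 had 9.52 ± 12.0 CPM (SD, n = 6) in weaned and 53.2 ± 68.7 CPM (SD, n = 6) in control calves, a log2 change of -2.48 (SE 0.97, adjusted p = 0.161, exact permutation p = 0.0671). The log2 change of COL1A2 was -2.47 (SE 0.92, adjusted p = 0.159), with 73 counts over the weaned and 312 over the control libraries. Control calf 1802 held 508 of the COL1A1 counts and 167 of the COL1A2 counts. The α2 subunit of the integrin, ITGA2 (ENSBTAG00000019289), was at least 1.4-fold higher in weaned calves, with 31 counts against 12 (exact permutation p = 0.173). COL1A1 and COL1A2 were called without weaned calf 1809, and ITGA2 was not.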

### GPCR signalling

While the GPCR signalling pathway was not significantly over-represented on d 1, five genes were identified as playing a role in this pathway on d 2. 

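These 5 genes are ADRB1, ADRB3, HTR1B, GLP1R and PDE4C, and all were tested. PDE4C (ENSBTAG00000010652) had 3.42 ± 1.31 CPM (SD, n = 6) in weaned and 6.99 ± 3.76 CPM (SD, n = 6) in control calves, a log2 change of -1.0 (SE 0.41, exact permutation p = 0.0844). GLP1R (ENSBTAG00000018224) had 14 counts over the weaned and 30 over the control libraries, a log2 change of -1.15 (SE 0.68, exact permutation p = 0.258). An unadjusted p under 0.05 was found for 3 of the 5 genes. Adjusted over the 5 alone, which the paper chose on the same counts, the same number was under 0.05, whereas over all genes tested 0 were.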

Expression of both the beta-1 and −3 adrenoreceptors, responsible for activation of adenylate cyclase activity, was suppressed in weaned calves, while the 5-hydroxytryptamine (serotonin) receptor 1B (HTR1B) was up-regulated. However, on d 7, a different set of genes known as regulators of G-protein signalling were differentially expressed between treatments with five of the six genes up-regulated in weaned calves.

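ADRB3 (ENSBTAG00000017981) had 8.04 ± 2.09 CPM (SD, n = 6) in weaned and 18.4 ± 8.29 CPM (SD, n = 6) in control calves, a log2 change of -1.18 (SE 0.31, adjusted p = 0.95, exact permutation p = 0.00866). ADRB1 (ENSBTAG00000001242) had 2.35 ± 0.632 CPM against 4.86 ± 2.25 CPM, a log2 change of -1.09 (SE 0.36, adjusted p = 0.95, exact permutation p = 0.0346). With each calf left out in turn, the log2 change stayed between -1.33 and -1.02 for ADRB3 and between -1.23 and -0.89 for ADRB1. HTR1B (ENSBTAG00000037429) had 21 counts in weaned calves, of which calf 1770 held 16, and 7 in control calves (exact permutation p = 0.727). No fold is given for HTR1B at this depth, and its modelled log2 change was -0.25 without calf 1770.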

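Of these genes, GNAI1, RGS1, RGS13, RGS17 and RGS20 could be identified in the count table, and RGS18 could not. RGS1 (ENSBTAG00000021672) had 10.8 ± 9.94 CPM (SD, n = 6) in weaned and 4.89 ± 1.39 CPM (SD, n = 6) in control calves, a log2 change of 1.16 (SE 0.47, adjusted p = 0.168, exact permutation p = 0.203). GNAI1 (ENSBTAG00000002714) had 4.83 ± 4.49 CPM against 2.10 ± 0.706 CPM, a log2 change of 1.20 (SE 0.50, adjusted p = 0.172, exact permutation p = 0.119). Calf 1758 held 112 of the RGS1 counts and 51 of the GNAI1 counts. RGS17 had 19 counts in weaned and 5 in control calves and RGS13 had 7 against 0, and neither allows a fold. RGS20 (ENSBTAG00000003454) was lower in weaned calves, with 26 counts against 46 and a log2 change of -1.09 (SE 0.58, adjusted p = 0.231). Leaving out weaned calf 1809 made RGS1 and GNAI1 pass both thresholds. The log2 change with each calf left out in turn ran from 0.54 to 1.38 in RGS1 and from 0.55 to 1.4 in GNAI1.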

### Gene ontology analysis of differentially expressed genes to characterise the transcriptomic differences between weaned and control calves

GOseq analysis did not identify any significant GO terms between weaned and control calves on d 1, although over 50 genes fell into the GO terms "chemokine activity", "integrin binding", "neutrophil activation", and "extracellular region" (Figure 5).

**Figure 5:**
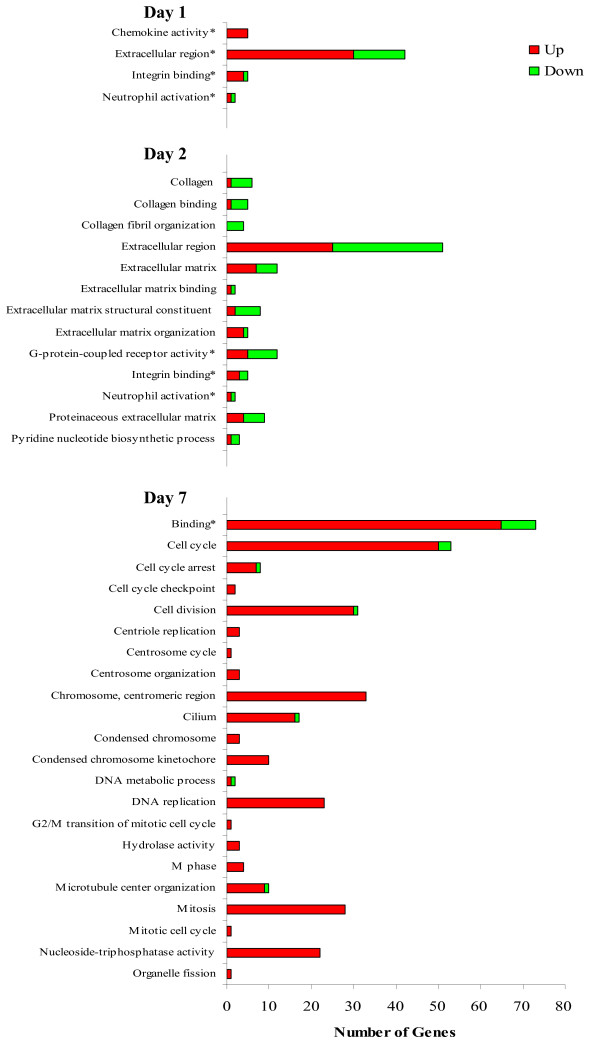
**Significant GO terms returned by GOseq analysis of genes differentially expressed between weaned and control calves.** On day 2, DEG were primarily assigned to GO terms involved in extracellular matrix structure and function, particularly in the secretion of hormones, cytokines and other ligands. However, by day 7, almost of DEG identified belonged to GO terms involved in mitotic cell division. *0.2 < FDR > 0.1.

Thirteen enriched GO terms were returned for the differentially expressed genes on d 2, principally relating to the extracellular region and its components. 

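Collagen type III, COL3A1 (ENSBTAG00000021466), had 3.49 ± 4.36 CPM (SD, n = 6) in weaned and 16.9 ± 19.55 CPM (SD, n = 6) in control calves on d 2, a log2 change of -2.32 (SE 0.96, adjusted p = 0.95, exact permutation p = 0.132). Control calf 1789 held 199 of its 377 counts in that group. Between -3.03 and -1.53 was the range of its log2 change over the fits that each left out 1 calf. COL4A1 and COL5A1 could not be matched to an identifier of the count table.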

Of the eight differentially expressed genes annotated to "extracellular matrix structural constituent", six were down-regulated in weaned animals, including the collagen genes collagen type I, III, IV and V. The GO term "extracellular region" encompassed the largest group of DEG on d 2 with fifty-one differentially expressed genes between weaned and control calves. This GO term was evenly split with twenty-five up-regulated and twenty-six down-regulated in weaned animals. 

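PDGFC (ENSBTAG00000043959) was counted 13 times over the 6 weaned libraries of d 2 and 42 times over the 6 control libraries. Its expression was 0.714 ± 0.912 CPM (SD, n = 6) in weaned and 1.77 ± 1.88 CPM (SD, n = 6) in control calves, a log2 change of -1.52 (SE 0.84, adjusted p = 0.95, exact permutation p = 0.262). Control calf 1763 held 21 of the counts. CD5L could not be matched to an identifier.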

Up-regulated genes included the platelet-derived growth factor C (PDGFC) and the lymphocyte apoptotic inhibitor, CD5L, among a range of other genes involved in extracellular matrix structure and function, particularly in the secretion of hormones, cytokines and other ligands. 

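Table S5 lists 41 genes under Cell Cycle, Mitotic for weaned against control calves on d 7, and 85.4% of them were identified in the count table, as 36 Ensembl genes. All 36 had higher expression in weaned calves on d 7, with a median log2 change of 1.11 and a range from 0.98 to 1.99, against a median of 0.03 over all genes tested. An unadjusted p under 0.05 was found for 33 of them, and 0 had an adjusted p under 0.05. Adjusted over the 36 genes alone, 32 were under 0.05, although the list was drawn from the paper's own calls on these counts. A score, the mean over the 36 genes of log2(CPM + 1), was 3.60 ± 0.841 (SD, n = 6) in weaned and 2.78 ± 0.314 (SD, n = 6) in control calves on d 7.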

On d 7, 22 over-enriched GO terms, predominantly involved in mitotic cell division, were identified.

### Pathway analysis of differentially expressed genes to characterise the transcriptomic response of bovine leukocytes to weaning stress at housing days 1, 2 and 7 after weaning

This analysis examined the response to weaning at housing by comparing gene expression on d 1, 2 and 7 with the pre-weaning baseline on d 0 (Figure 4).

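In weaned calves, no gene was called on d 1 among 14038 tested, on d 2 among 13984 or on d 7 among 14026, and the smallest adjusted p was 0.423, 0.944 and 0.92. At an unadjusted p under 0.05 there were 1456 genes on d 1, 295 on d 2 and 371 on d 7, which is 10.4%, 2.11% and 2.65% of the genes tested. The paper lists 353, 360 and 370 genes, of which 317, 320 and 349 were tested. All 317 on d 1 and all 320 on d 2 changed in the direction listed, as did 251 on d 7, while the other 98 on d 7 changed in the opposite direction. Both libraries of a comparison came from the same calf, and the deviations of a calf from its group mean on d 0 and on the later day had a mean correlation across genes of 0.47 on d 1, 0.263 on d 2 and 0.237 on d 7. With calf as a block, so that each calf served as its own baseline, 2 genes were called on d 1, 0 on d 2 and 0 on d 7. The exact test with a common dispersion called 64 genes on d 1, 62 on d 2 and 38 on d 7. On d 7, the libraries labelled as weaned calves 1758 and 1770 each resembled the other calf more than their own, so that the pairing is uncertain for these 2 calves.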

### Cytokine signalling

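All 14 genes that Table S6 assigns to cytokine signalling on d 1 were tested in weaned calves, and 10 rose and 4 fell from d 0, as listed. IL5RA (ENSBTAG00000000273) rose in 6 of 6 calves, from 7.22 ± 3.77 CPM (SD, n = 6) on d 0 to 15.3 ± 9.47 CPM (SD, n = 6) on d 1, a log2 change of 1.07 (SE 0.40, adjusted p = 0.423, exact permutation p = 0.0312, the smallest that sign changes over 6 calves allow). The same smallest p was reached by IL23R, CCL24 and IRS1. CCL24 (ENSBTAG00000026275) was at least 1.1-fold higher on d 1, with 22 counts against 6. IL8 rose in 3 of 6 calves and fell in 3, with 15 counts on d 0 and a log2 change of 1.94 (SE 0.68, adjusted p = 0.423, exact permutation p = 0.25). PPBP rose in 4 of 6 calves from 2.72 ± 1.68 CPM (SD, n = 6) on d 0, a log2 change of 1.24 (SE 0.82, adjusted p = 0.447), which was 0.02 without calf 1769. CXCL5 rose in 4 calves and fell in 1, and was at least 1.64-fold higher on d 1. Calf 1769 held 21 of its 33 counts on d 1. Its modelled log2 change ran from 1.27 to 2.79 with each calf left out in turn. CCL2 had 17 counts on d 1, of which calf 1769 held 10, and 2 counts on d 0, and XCL2 had 9 against 1 with no library above 3, so that neither allows a fold. Of the 14 genes, 9 had an unadjusted p under 0.05. After adjustment over the 14 alone, 0 were under 0.05.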

On d 1, fourteen differentially expressed genes were annotated to the cytokine signalling pathway, with ten up-regulated following weaning including the neutrophil and lymphocyte chemoattractants CXCL5, CXCL7, CXCL8, CCL2, CCL24 and XCL2 ( Additional file 6: Table S6). This pathway remained significantly activated on d 2 post-weaning with twelve of the sixteen differentially expressed genes up-regulated. 

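Table S6 holds 15 genes of this pathway on d 2, all of which were tested, and 11 were higher and 4 lower than on d 0. IL15RA (ENSBTAG00000006078) had 20.0 ± 2.92 CPM (SD, n = 6) on d 0 and 41.6 ± 52.65 CPM (SD, n = 6) on d 2, a log2 change of 1.03 (SE 0.50, adjusted p = 0.944), and rose in 4 of 6 calves. CXCL10 (ENSBTAG00000001725) had 9.09 ± 6.47 CPM against 20.2 ± 31.8 CPM, a log2 change of 1.10 (SE 0.77), and also rose in 4. In both genes the highest count was that of calf 1762. IL8 rose in 3 of 6 calves, with 37 of its 48 counts on d 2 in calf 1758, and its log2 change was 1.53 (SE 0.86) with that calf and -0.16 without it. SKP1 (ENSBTAG00000025191) rose in 5 of 6 calves, a log2 change of 1.05 (SE 0.39, exact permutation p = 0.0625). CCL19 fell in 5 of 6 calves, from 26 counts to 9. Over the 15 genes, 5 had an unadjusted p under 0.05, of which 2 stayed under 0.05 when adjusted over the list alone, which the paper chose on the same counts, and 0 over all genes.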

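IL1A (ENSBTAG00000010349), the interleukin-1 gene of Table S6, rose between d 0 and d 2 in 6 of 6 weaned calves, from 7 counts to 19 counts over the libraries. It was at least 1.14-fold higher on d 2, since no library of d 0 had more than 2 counts (adjusted p = 0.944, exact permutation p = 0.0312).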

While cytokines, chemokines and their receptors accounted for all the differentially expressed genes in this pathway on d 1, by d 2, there were fewer chemokines induced, although a number of inflammatory mediators, including IL-1, were up-regulated. All four of the genes assigned to the cytokine signalling pathway on d 7 (IFN-γ, JAK2, LRPPRC, LIF) were up-regulated and represent a shift in the cytokine signalling network from chemotaxis towards mediated inflammatory response.

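JAK2 (ENSBTAG00000012047) had 36.4 ± 10.3 CPM (SD, n = 6) on d 0 and 52.4 ± 38.7 CPM (SD, n = 6) on d 7, a log2 change of 0.52 (SE 0.38, adjusted p = 0.92). LRPPRC (ENSBTAG00000016368) had 41.2 ± 15.0 CPM on d 0 and 57.9 ± 43.2 CPM on d 7, a log2 change of 0.48 (SE 0.38). LIF (ENSBTAG00000007424) had 11.6 ± 4.08 CPM on d 0 and 16.8 ± 8.885 CPM on d 7, a log2 change of 0.53 (SE 0.33). Each of these 3 genes rose in 3 of 6 calves and fell in 3, with the highest count in the d 7 library labelled calf 1758, and exact permutation tests gave p = 0.406, p = 0.625 and p = 0.344. The log2 change of LRPPRC was -0.08 without calf 1758 and -0.11 with the kept share of reads as a covariate. With each calf left out in turn, that of JAK2 ran from 0.07 to 0.67 and that of LIF from 0.15 to 0.74. IFNG (ENSBTAG00000012529) had 8 counts over the libraries of d 0 and 1 count over those of d 7, too few for a fold. From the 4 genes that it lists as up-regulated, the paper reads a shift of the cytokine network away from chemotaxis and towards inflammation.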

### Transmembrane transport

A number of differentially expressed genes were involved in transmembrane transport, with seven of the eight increasing in response to weaning on d 1. These included two each of the glucose carrier family SLC5 and the potassium dependent sodium/calcium exchanger SLC24 family, in addition to the neurotransmitter transporter, SLC6A15. 

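All 8 genes of the pathway were tested in weaned calves on d 1, and 7 rose and 1 fell from d 0. SLC24A5 rose in 6 of 6 calves, from 2.97 ± 1.28 CPM (SD, n = 6) to 7.53 ± 4.06 CPM (SD, n = 6), a log2 change of 1.29 (SE 0.36, adjusted p = 0.423, exact permutation p = 0.0312). SLC24A1 (ENSBTAG00000025826) rose in 4 of 6 calves from 1.27 ± 0.580 CPM to 2.60 ± 2.24 CPM, a log2 change of 1.01 (SE 0.55). SLC5A7 rose in 4 of 6 calves, with 17 counts on d 0 and 42 on d 1 and a log2 change of 1.13 (SE 0.49). SLC5A11 also rose in 4 of 6 calves, with 8 counts on d 0 and a log2 change of 1.12 (SE 0.74, adjusted p = 0.447). SLC6A15 had 15 counts on d 0 and 33 on d 1, a log2 change of 0.95 (SE 0.69, adjusted p = 0.472). Of the 8 genes, 5 had an unadjusted p under 0.05, and 2 remained after adjustment over the 8 alone, which the paper chose on the same counts.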

On d 2, transmembrane transport remained similarly expressed to d 1, with members of the SLC5, SLC6 and SLC24 families being the most prominent of the 10 up-regulated genes in this pathway. 

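For d 2, identifiers were found for 12 of the 13 genes of the pathway, and of the 11 tested 9 rose and 2 fell. In 6 of the 12, at least 50% of the counts came from a single library. ABCA1 (ENSBTAG00000020661) had 60.5 ± 11.8 CPM (SD, n = 6) on d 0 and 138 ± 130 CPM (SD, n = 6) on d 2, a log2 change of 1.18 (SE 0.41, adjusted p = 0.944), and rose in 5 of 6 calves. The library of calf 1758 held 1689 of its 3241 counts on d 2. SLC6A2 rose in 5 of 6 calves from 3.96 ± 3.35 CPM on d 0, a log2 change of 2.06 (SE 0.86, exact permutation p = 0.125). Calf 1762 held 180 of its 280 counts on d 2, and with each calf left out in turn the change ran from 0.83 to 2.39. SLC24A1 rose in 5 of 6 calves to 3.24 ± 3.40 CPM, a log2 change of 1.37 (SE 0.54, exact permutation p = 0.0938). SLC5A7 rose in 3 of 6 calves, a log2 change of 1.74 (SE 0.83, exact permutation p = 0.469), which was 0.05 without calf 1758. SLC6A15 rose in 3 calves and fell in 2, a log2 change of 1.49 (SE 0.96, exact permutation p = 0.75), and the change was -0.39 without calf 1758. RHCG (ENSBTAG00000005471) fell in 5 of 6 calves, from 51 counts to 12. An unadjusted p under 0.05 was found for 7 of the 11 genes tested, and adjusted over the list alone the smallest was 0.0529.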

By d 7, the transmembrane transport pathway was no longer significantly over-represented, although a number of genes involved in transport were still differentially expressed.

### Haemostasis

Of the ten genes differentially expressed in the haemostatic pathway on d 1, eight were up-regulated from baseline expression levels, principally involved in inflammation and the adhesion of platelets while type I collagen (COL1A1 and COL1A2) was down-regulated. 

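All 10 genes were tested, and 8 rose and 2 fell from d 0. PLA2G4A (ENSBTAG00000013298) rose in 5 of 6 calves, from 4.68 ± 1.64 CPM (SD, n = 6) to 10.6 ± 8.20 CPM (SD, n = 6), a log2 change of 1.14 (SE 0.39, adjusted p = 0.423, exact permutation p = 0.0625). ITGA2 also rose in 5 of 6 calves and was at least 1.14-fold higher on d 1, with 6 counts against 23. COL1A1 had 78.5 ± 79.2 CPM (SD, n = 6) on d 0 and 35.1 ± 39.6 CPM (SD, n = 6) on d 1, a log2 change of -1.20 (SE 0.98, adjusted p = 0.513), and COL1A2 had 40.8 ± 40.5 CPM against 20.6 ± 25.9 CPM, a log2 change of -1.03 (SE 0.98, adjusted p = 0.569). Both collagen genes fell in 3 of 6 calves and rose in 3, with exact permutation p = 0.562 and p = 0.656, so that the change was within the spread between calves. Of the 10 genes, 5 had an unadjusted p under 0.05. After adjustment over the 10 alone, which the paper chose on the same counts, there were 3, and over all genes 0.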

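On d 2, COL1A1 and COL1A2 were lower than on d 0 in 5 of 6 weaned calves, with log2 changes of -3.32 (SE 1.02) and -3.44 (SE 1.01), an adjusted p of 0.944 for both and an exact permutation p of 0.0938 for both. On d 7, COL1A1 was lower in 6 of 6 calves (exact permutation p = 0.0312), with a log2 change of -3.08 (SE 1.09, adjusted p = 0.92). COL1A2 was lower on d 7 in 5 calves and at 0 on both days in the other calf, with a log2 change of -3.53 (SE 1.07, adjusted p = 0.92). Over the fits that each left out 1 calf, the log2 change of COL1A1 lay between -3.87 and -2.68 on d 2 and between -3.32 and -2.67 on d 7. The exact test with a common dispersion called both genes on d 1, 2 and 7.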

The down-regulation of these two genes was also found on d 2 and 7. However, the majority of the 13 genes involved in haemostasis on d 2 were up-regulated, being mostly involved in the adhesion of platelets to exposed collagen and the subsequent process of coagulation and immune cell activation. 

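All 13 genes were tested, of which 9 rose and 4 fell. P2RY12 (ENSBTAG00000015837) had 14.5 ± 4.17 CPM (SD, n = 6) on d 0 and 30.8 ± 26.6 CPM (SD, n = 6) on d 2, a log2 change of 1.07 (SE 0.47, adjusted p = 0.944, exact permutation p = 0.25), and rose in 3 of 6 calves. PLA2G4A rose in 5 of 6 calves, a log2 change of 1.27 (SE 0.45, exact permutation p = 0.0625). ITGA2 rose in 4 of 6 calves and was at least 1.28-fold higher on d 2. The library of calf 1758 held the highest count in all 3 of these genes. COL3A1 fell in 5 of 6 calves, from 27.55 ± 28.15 CPM (SD, n = 6) on d 0, a log2 change of -3.02 (SE 0.97, exact permutation p = 0.0938). Of the 13 genes, 9 had an unadjusted p under 0.05, 4 after adjustment over the list alone, which the paper chose on the same counts, and 0 over all genes tested.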

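Of the 7 haemostasis genes that Table S6 lists on d 7, all were tested, and 3 rose and 4 fell from d 0. The integrin subunit ITGA2 rose in 6 of 6 calves and was at least 1.66-fold higher on d 7, with 6 counts on d 0 (adjusted p = 0.92, exact permutation p = 0.0312). COL3A1 fell in 6 of 6 calves to 6.19 ± 7.79 CPM (SD, n = 6), a log2 change of -2.18 (SE 0.98, adjusted p = 0.92). JAK2 is the other gene listed as up-regulated. ADCY8 (ENSBTAG00000014600) fell in 5 of 6 calves, a log2 change of -0.64 (SE 0.57, exact permutation p = 0.156), and EDNRB rose in 3 and fell in 3, with 6 counts on d 0 and 18 on d 7. An unadjusted p under 0.05 was found for 4 of the 7, and for 3 after adjustment over the list alone, which the paper chose on the same counts.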

A shift in the haemostatic pathway occurred on d 7 with five of the seven differentially expressed genes in this pathway down-regulated from the pre-weaning baseline, although the α2β1 integrin remained up-regulated.

### GPCR signalling

Only two genes in the GPCR pathway, the multifunctional vasodilator adrenomedullin (ADM) and the ADM receptor, calcitonin receptor-like receptor (CALCRL), were altered on d 1 with a down-regulation of ADM accompanied by an up-regulation of CALCRL. However, on d 2 twenty-four of the thirty-three differentially expressed genes in the GPCR signalling pathway were up-regulated. These included significant numbers of both G-protein-coupled receptors and their diverse ligands, in addition to RGS genes. 

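ADM (ENSBTAG00000021048) had 171 counts over the 6 libraries of d 0, of which calf 1769 held 161, and 20 counts over those of d 1. Its expression was 6.61 ± 14.8 CPM (SD, n = 6) on d 0 and 0.868 ± 0.786 CPM (SD, n = 6) on d 1, a log2 change of -2.97 (SE 1.15, adjusted p = 0.423). It fell in 4 of 6 calves and rose in 2 (exact permutation p = 0.656), and without calf 1769 the log2 change was 0.30. CALCRL (ENSBTAG00000008483) rose in 6 of 6 calves, from 6.64 ± 2.50 CPM (SD, n = 6) to 14.2 ± 11.8 CPM (SD, n = 6), a log2 change of 1.07 (SE 0.41, adjusted p = 0.423, exact permutation p = 0.0312). The library of calf 1773 held 144 of its 328 counts on d 1.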

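Identifiers were found for 30 genes of this pathway, and 27 were tested, of which 20 rose and 7 fell. In 10 of the 30, a single library held at least 50% of the counts. RGS1 rose in 6 of 6 calves, from 5.48 ± 1.46 CPM (SD, n = 6) on d 0 to 12.9 ± 9.96 CPM (SD, n = 6) on d 2, a log2 change of 1.21 (SE 0.43, adjusted p = 0.944, exact permutation p = 0.0312). ADRB3 fell in 6 of 6 calves from 20.3 ± 12.6 CPM on d 0, a log2 change of -1.35 (SE 0.36, exact permutation p = 0.0312). P2RY14 (ENSBTAG00000020990) had 2.74 ± 1.10 CPM on d 0 and 10.4 ± 14.8 CPM on d 2, a log2 change of 1.88 (SE 0.78, exact permutation p = 0.438), and rose in 3 of 6 calves. RYR3 (ENSBTAG00000025642) had 4.22 ± 4.79 CPM on d 0 and 14.4 ± 21.2 CPM on d 2, a log2 change of 1.78 (SE 0.90, exact permutation p = 0.219), with 230 of its 356 counts on d 2 in calf 1758. NMUR2 (ENSBTAG00000011131) rose in 5 of 6 calves, with 132 of its 150 counts on d 2 in calf 1762. OXTR, ADCY10 and EREG had no library above 3 counts. Of the 27 genes tested, 12 had an unadjusted p under 0.05, and 1 after adjustment over the 27 alone, which the paper chose on the same counts.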

Despite a reduction of signalling in the GPCR pathway on d 7, seventeen genes were still altered with eleven having increased expression levels including cytokines, neuropeptides, GPCR and two members of the RGS family.

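Of these 17 genes, 15 were tested, and 8 rose and 7 fell from d 0. These were not the listed directions, with bold type in Table S6 read as lower. Only 4 of the 8 tested genes listed as higher rose, and only 3 of the 7 listed as lower fell. RGS2 (ENSBTAG00000034366) rose in 6 of 6 calves, from 5.65 ± 3.52 CPM (SD, n = 6) to 14.1 ± 5.515 CPM (SD, n = 6), a log2 change of 1.32 (SE 0.36, adjusted p = 0.92, exact permutation p = 0.0312). TAC3 (ENSBTAG00000021807) fell in 6 of 6 calves, from 8.34 ± 2.78 CPM to 3.04 ± 1.76 CPM, a log2 change of -1.45 (SE 0.39, exact permutation p = 0.0312). RGS1 rose in 4 of 6 calves, a log2 change of 0.98 (SE 0.47, exact permutation p = 0.312). The library labelled calf 1758 held 112 of its 238 counts on d 7. With each calf left out in turn, the log2 change of RGS1 ran from 0.31 to 1.21. TSHB (ENSBTAG00000006295) was at least 1.32-fold higher on d 7, with 4 counts against 24, and rose in 5 of 6 calves. The cytokine CCL4 (ENSBTAG00000025257) fell in 5 of 6 calves, a log2 change of -0.52 (SE 0.33). For 7 of the 15 genes the unadjusted p was under 0.05, and for 4 after adjustment over the list alone, which the paper chose on the same counts. Counts of calves that rose or fell on d 7 take the labels of calves 1758 and 1770 as given, although those 2 libraries resembled each other's calf.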

### Gene ontology analysis of differentially expressed genes to characterise the transcriptomic response of bovine leukocytes to weaning stress at housing 1, 2 and 7 days after weaning

GOseq returned a single significant GO term on d 1 (Figure 6). A total of fifty-two genes were annotated to the GO term "Extracellular region", the majority of which (n = 36) were up-regulated following weaning. This term covers a broad group of genes primarily involved in cell signalling and includes a number of cytokines. Eighty-seven significant GO terms were returned as over-enriched on d 2. The two largest GO terms from d 2, "plasma membrane" and "integral to membrane" reveal that a vast majority of the annotated genes were involved in cell signalling, adhesion and ion transport. "Cell communication" and a number of GO terms associated with transmembrane transport similarly indicate the role of cell signalling. This had greatly reduced by d 7, where only six GO terms were associated with differentially expressed genes on d 7. The presence of the "extracellular region", "extracellular space", "extracellular matrix" and "proteinaceous extracellular matrix" indicate a role of a number of genes in cell signalling and interactions. "Extracellular region" covered 35 genes with 60% of these up-regulated following weaning.

**Figure 6:**
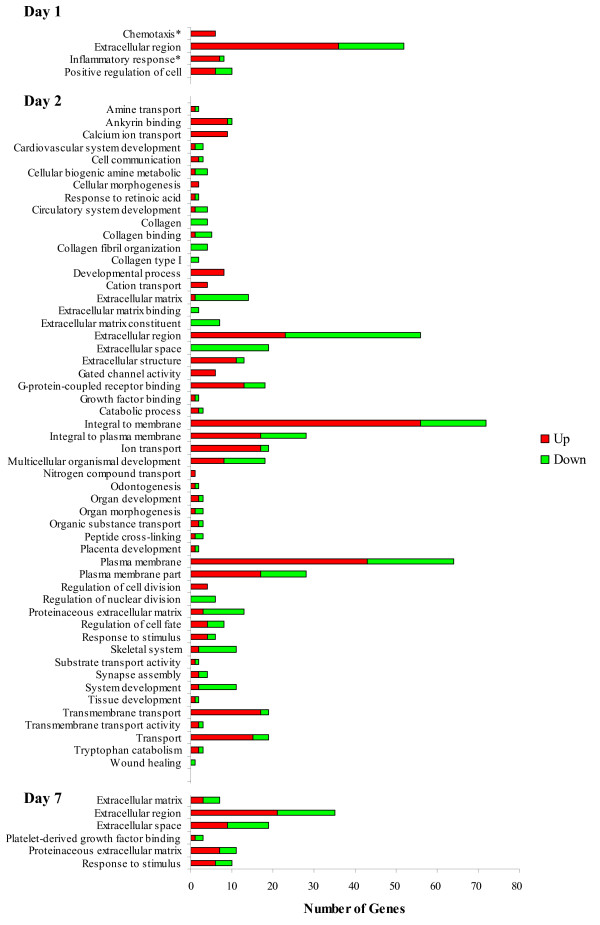
**Significant GO terms returned by GOseq analysis of genes differentially expressed in response to weaning stress.** A large number of GO terms were identified in response to weaning, predominantly involved in the extracellular region and plasma membrane. This indicates that a large number of genes were involved in cell signalling and includes a number of cytokines. The presence of the "extracellular region", "extracellular space", "extracellular matrix" and "proteinaceous extracellular matrix" on day 7 is similar to day 2 but suggests that the magnitude of the day 2 response had reduced. *0.2 < FDR > 0.1.

### Pathway analysis of differentially expressed genes to characterise the transcriptomic response of bovine leukocytes to housing stress 1, 2 and 7 days after housing

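In control calves, no gene was called on d 1 among 13934 tested or on d 2 among 13859, with a smallest adjusted p of 0.999 and 0.625. At an unadjusted p under 0.05 there were 107 genes on d 1 (0.768%) and 705 on d 2 (5.09%). Over each calf's own libraries, the mean correlation across genes of the deviations from the group mean on d 0 and on the later day was 0.495 on d 1 and 0.338 on d 2, and with calf as a block 0 genes were called on both days. The paper lists 110 genes on d 1 and 217 on d 2, of which 80 and 189 were tested, and all of these changed in the direction listed. CCL22 (ENSBTAG00000017718) was at least 1.37-fold higher on d 2, with 4 counts against 20, and rose in 4 of 6 control calves (exact permutation p = 0.188). IL1A fell in 5 of 6 control calves on d 1, from 26 counts to 11, a log2 change of -1.14 (SE 0.73, adjusted p = 0.999). TNFRSF11A fell on d 1 in 6 of 6 control calves, a log2 change of -1.02 (SE 0.52), PLAT rose on d 1 in 6 of 6, with 6 counts against 17, and CCRL1 fell on d 2 in 6 of 6, with 23 counts against 6 (exact permutation p = 0.0312 for each). All 3 tested cytokine signalling genes of d 2 had an unadjusted p under 0.05, and all 3 after adjustment over these 3 alone, although the list was drawn from the paper's own calls. On d 1, 0 of the 2 tested did. Over 11071 genes, which are not independent replicates, the mean changes of weaned and control calves from d 0 had a Pearson correlation across genes of -0.593 on d 1, -0.442 on d 2 and -0.549 on d 7. When the 2 days were exchanged at random within calves, 94, 86 and 91 of 100 exchanges gave a correlation as high, the real one included. A correlation as low was given by 7, 15 and 10.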

A profile similar to weaned calves existed for control calves throughout the study, albeit the magnitude of expression was significantly lower (Figure 4; Additional file 7: Table S7). The GO data are represented in Figure 7.

**Figure 7:**
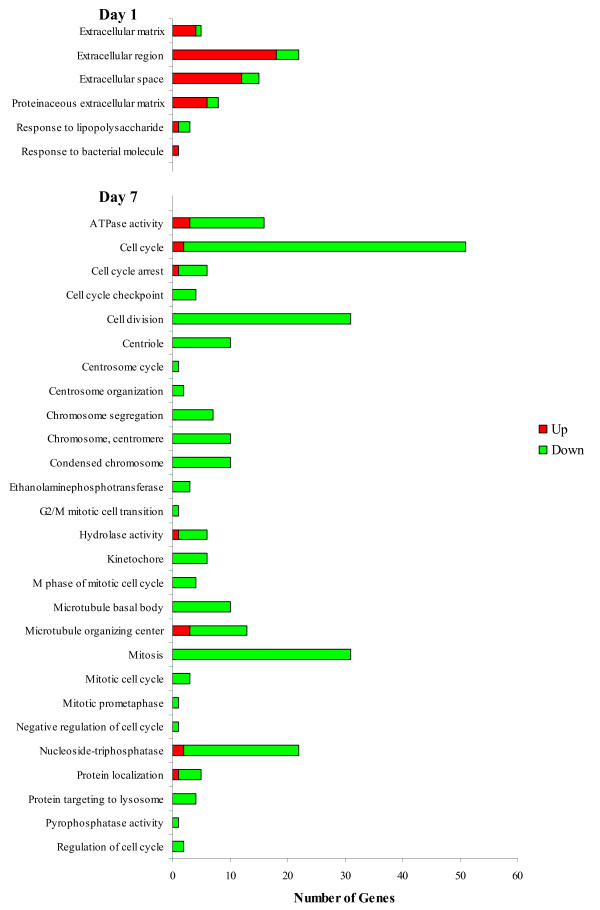
**Significant GO terms returned by GOseq analysis of genes differentially expressed in response to housing stress.** A similar response to weaned calves occurred in control calves on day 1 with an up-regulation of genes involved in the extracellular region. However, by day 7, there was a large down-regulation of genes in control calves, predominantly involved in the cell cycle. This is responsible for the large difference identified between treatments on day 7.

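On d 7, 516 genes were called in control calves among 13829 tested, of which 63 were higher and 453 lower than on d 0, and 5547 genes had an unadjusted p under 0.05 (40.1%). The paper lists 1240 genes, of which 1201 were tested and all of these changed in the direction listed, and 511 of the 516 called genes are in its list. GZMA (ENSBTAG00000021958) fell in 6 of 6 calves, from 19.3 ± 6.215 CPM (SD, n = 6) to 4.88 ± 1.81 CPM (SD, n = 6), a log2 change of -1.94 (SE 0.29, adjusted p = 0.0222). FOSB (ENSBTAG00000008182) rose in 6 of 6 calves, from 24.0 ± 4.45 CPM to 78.2 ± 46.9 CPM, a log2 change of 1.7 (SE 0.28, adjusted p = 0.0222). With calf as a block 536 genes were called, where the mean correlation of a calf's deviations on the 2 days was 0.219. The count was 2 with the kept share of reads as a covariate, 1 when all 48 libraries were fitted together, and between 0 and 1086 when each calf was left out in turn. In no other exchange of days within calves, of the 32 possible, was any gene called.
All 36 cell cycle genes of Table S5, which the paper lists for their difference between weaned and control calves on d 7 in these counts, were lower on d 7 in control calves, with a median log2 change of -1.03 and a range from -1.79 to -0.77, and 16 of them were called. The cell cycle score was 3.69 ± 0.561 (SD, n = 6) on d 0, 3.50 ± 0.819 on d 1 and 3.33 ± 0.238 on d 2. Its change from d 0 to d 7 was -0.91 ± 0.679 (SD, n = 6), a fall in 5 of 6 control calves (exact permutation p = 0.0625). A pseudocount of 0.1 CPM moved this change most among the other settings with all 6 calves, to -1.08.

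**Figure D2:**
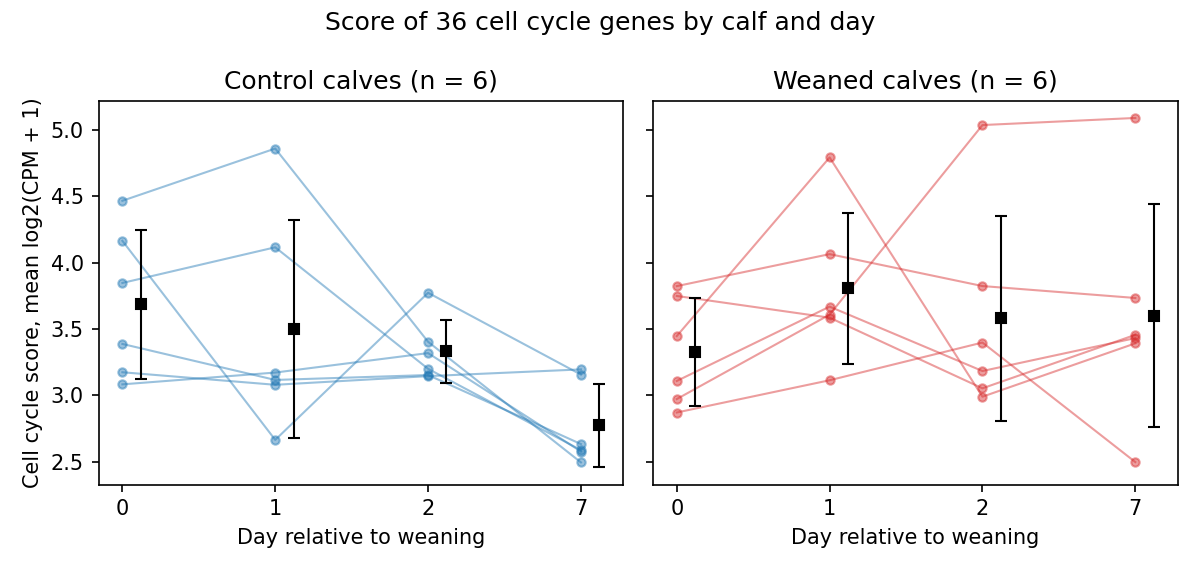
Cell cycle score, the mean of log2(CPM + 1) over 36 genes (vertical axis), on each sampling day relative to weaning (horizontal axis), in control calves on the left and weaned calves on the right. Each line joins the libraries of 1 calf, and squares with bars give the mean ± SD of 6 calves. The control calves of d 7 lie between 2.50 and 3.20.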

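In weaned calves the score changed from 3.33 ± 0.405 (SD, n = 6) on d 0 by 0.27 ± 0.935 (SD, n = 6) by d 7, with a rise in 2 of 6 calves (exact permutation p = 0.844). All 36 genes of the score had a positive log2 change in weaned calves from d 0 to d 7, with a median of 0.50, and 1 had an unadjusted p under 0.05. The change in control calves was lower than that in weaned calves by 1.18, which is larger than the pooled spread between calves of 0.817 (exact permutation of the calf labels, 6 against 6, p = 0.013). The paper lists these genes because it called them between weaned and control calves on d 7 in the same counts, so that this p does not test the treatment on genes chosen without it. Without weaned calf 1758, whose score rose by 2.12, the difference was -0.81. Of the genes called in control calves on d 7, 452 that fell and 62 that rose were also tested in weaned calves. Only 28 of these 452 fell and 28 of these 62 rose there, and the median log2 change in weaned calves was 0.36 and -0.04. These are modelled changes that include the d 7 library labelled calf 1758, and they were not summarised without it. Without calf 1758 the weaned change of the score was -0.0973, so that these genes do not show what most weaned calves did. The treatment by day interaction, fitted over 24 libraries with calf as a block, called 0 genes on d 1 among 14786 tested, 0 on d 2 among 14733 and 0 on d 7 among 14713, with a smallest adjusted p of 0.19, 0.505 and 0.081. At an unadjusted p under 0.05 there were 3301, 1061 and 5268 genes on the 3 days. On d 7, the interaction had 625 called genes without the filter on low counts. From the fall of cell cycle genes in control calves, the paper reasons that it is the change in these calves that sets the treatments apart on d 7.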

### Analysis of exons to identify potential alternative splicing events

Although power to detect alternative splicing is limited with single-end reads, we identified a number of genes which, when counting reads over the entire gene were not detected as differentially expressed, but which had at least one differentially expressed exon (Table 3). Genes with differentially expressed exons ( Additional file 8: Table S8) were mapped to their human orthologs and pathway analysis was carried out to identify whether any biological processes were statistically over-represented among these genes.

**Table 3:** Differentially expressed exons and estimates of alternate splicing

	**Number of differentially expressed genes**	**Number of differentially expressed exons**	**Number of genes with differentially expressed exons**	Estimated number of Genes with alternate splicing*
**Weaned versus Control**				
Day 1	276	48	28	8
Day 2	411	97	56	19
Day 7	1318	2091	1217	689
**Weaning response**				
Day 0 vs 1	353	227	190	160
Day 0 vs 2	360	104	58	22
Day 0 vs 7	370	36	25	2
**Housing response (Control)**				
Day 0 vs 1	110	0	0	0
Day 0 vs 2	217	32	22	9
Day 0 vs 7	1240	3921	1734	1087

*Non differentially expressed genes with differentially expressed exons.

Ten genes were alternatively spliced between weaned and control calves on d 1. On d 2, three genes involved in metabolism were alternatively spliced ( Additional file 9: Table S9). The majority of alternative splicing was observed on d 7 with analysis revealing seventy-two over-represented pathways including mitotic cell cycle, metabolism of RNA, androgen receptor signalling, RNA transport and T cell receptor signalling.

A number of alternative splicing events occurred in weaned calves relative to pre-weaning with the most significant alterations occurring on d 1 ( Additional file 9: Table S9). Some of the most biologically and statistically significant pathways were toll receptor cascades, innate immune signalling, CD4 T cell receptor signalling and the phagosome. However, on d 2, transmembrane transport was the only over-represented term from the alternative splicing data.

While no alternative splicing events were identified relative to the pre-housing baseline in the control calves, nine genes were identified on d 2, predominantly involved in Wnt signalling ( Additional file 9: Table S9). Pathway analysis of alternatively spliced genes on d 7 was similar to the profile of differentially expressed genes on d 7 with a number of pathways involved in cell cycle identified.

### Identification of transcription factors involved in the bovine stress response based on common transcription factor binding sites of differentially expressed genes

Transcription factor analysis with oPOSSUM revealed a number of transcription factors to be responsible for differential gene expression between weaned and control calves ( Additional file 10: Table S10) with a similar pattern for weaned calves compared to the pre-weaning baseline ( Additional file 11: Table S11). The transcription factor analysis of differentially expressed genes from control calves versus the pre-housing baseline revealed no over-represented transcription factor binding sites in the differentially expressed gene subsets on d 1, although significant TFBS were identified on d 2 and d 7 ( Additional file 12: Table S12).

## Discussion

Weaning is a multifactorial stressor, often encompassing separation from the dam and peers, mixing with unfamiliar animals, housing, novel handling and a change in diet and environment. The results of the present study demonstrate that the leukocyte transcriptomic environment is profoundly altered by weaning stress, at least up to 7 days post-weaning and that a number of processes are transcriptionally activated to increase immune cell adhesion and migration, potentially serving to increase immune surveillance following exposure to weaning stress.

Neutrophilia resulting from a stressor, as seen in this study, has been frequently reported in both cattle [5,6,9,10,19] and humans [34]. This can partly be attributed to a surge of cortisol [35,36] which may result in a series of physiological alterations to neutrophil function including the release of a large number of immature neutrophils from the bone marrow [37,38], an increase in neutrophil chemotaxis [39] and a reduction in the neutrophil apoptotic rate [35,36,40,41]. However, circulating cortisol concentrations peak early in the stress response and it is probable that the infrequent sampling intervals employed in the current study likely missed the true peak [42,43].

It has previously been reported that stress-induced cortisol surges inhibit CD62L (L-selectin) expression on bovine neutrophils, thus reducing endothelial adhesion and subsequent migration to sites of infection [19,44,45]. However, several other bovine transport [41], castration [46] and weaning [10] studies have failed to identify this suppression transcriptionally. Furthermore, L-selectin expression may not be necessary to maintain leukocyte rolling as platelets have been reported to re-establish leukocyte trafficking in CD62L deficient mice [47]. It is clear that a number of genes involved in integrin binding are up-regulated in weaned calves and that, while no difference in the expression of CD62L was identified, several other important integrins involved in cell adhesion and migration were up-regulated, in addition to a clear activation of platelets. The induction of a number of genes involved in transmembrane transport, including the glucose carrier family SLC5, the potassium dependent sodium/calcium exchanger SLC24, and the sodium and chloride dependent neurotransmitter transporter, SLC6A15, demonstrates an increased role for transmembrane transport of small molecules to leukocytes [48], and further work is necessary to examine if this may be involved in their functional activation.

Cytokines play an important role in the immune response, primarily functioning as inflammatory mediators of the innate immune system [49]. The transcriptional induction of genes involved in chemotaxis provides a clear mechanism by which leukocyte function was altered. Chemokines are primarily involved in the recruitment of immune cells to inflammatory sites [50,51], and their increased expression indicates that weaning stress results in transcriptional alterations that may enhance leukocyte recruitment and activation. Despite a preponderance of differentially expressed cytokine transcripts known to interact directly with neutrophils [52-54], it is likely many of these cytokines also influenced a number of other cell populations including lymphocytes, monocytes and platelets [55-58]. This is perhaps best demonstrated by the large induction of the GPCR signalling pathway with a number of regulators of G-protein signalling (RGS) genes remaining up-regulated throughout the course of this study, suggesting the rate of GPCR signalling was increased [59]. Transcriptional signatures suggest neutrophils, monocytes and lymphocytes may have had an enhanced capability to exit the vasculature and increase immune surveillance through an up-regulation of a number of genes responsible for chemotaxis and integrin binding, indicating enhanced leukocyte function in response to stress, However, it would be of interest in future studies to validate this hypothesis via cell adhesion and migration assays in order to confirm the corresponding physiological state.

Inflammation is tightly linked to haemostasis, an important innate immune defence mechanism primarily intended to arrest the bleeding process [60], although it has recently been shown that platelets have additional functionality and interact with cells of the innate immune system via secretion of cytokines, chemokines and other inflammatory mediators [61-64]. In the current study, pathway analysis suggests that the process of haemostasis was activated as a result of weaning, and based on this activation, may have resulted in increased platelet aggregation, reducing the number of platelets freely available in circulation, as identified in weaned calves on day 1. A number of genes involved in collagen synthesis were differentially expressed with the overwhelming majority down-regulated in weaned animals, both in relation to control calves and the pre-weaning baseline. An early reaction to tissue damage is the release of collagen into blood vessels where it acts as a potent agonist of platelets and other leukocytes [65]. This is mediated by cytokine induced collagenase secretion along with the down-regulation of collagen mRNA by cortisol [66-68], aiding in the rapid migration of leukocytes through the extracellular matrix (ECM) to sites of inflammation [69]. An examination of genes involved in the extracellular region revealed the presence of a number of genes responsible for the activation and coagulation of platelets [70-72], in addition to platelet derived chemokines, such as CCL2 [55], CXCL5 [62], CXCL7 [73] and platelet-derived growth factor C (PDGFC) [74] which may have facilitated the recruitment of neutrophils, monocytes, lymphocytes and other leukocytes to susceptible tissues, signifying that stress can transcriptionally activate an acute inflammatory response through interactions with platelets and the haemostatic system.

A large number of genes were differentially expressed on d 7 in weaned animals when compared with baseline expression values. While we have previously reported a detectable signature of inflammatory candidate genes in bovine leukocytes 7 days following weaning [10], it was unexpected that the expression of such a large number of genes (>300) would remain altered for so long following weaning, although it has been previously reported that a number of physiological parameters, including plasma fibrinogen and haptoglobin concentrations, and total leukocyte number had not returned to baseline in weaned calves 35 days following weaning [19]. Results from the current study indicate that weaning can have a profound impact on the leukocyte transcriptome for at least 7 days post-weaning and suggests that the stress of weaning can have far reaching consequences for the homeostasis of the transcriptome. The majority of these genes were up-regulated and principally involved in cell signalling and function with a number of cytokines involved in the Th1 response [75]. An increase in the magnitude of the stressor can quickly result in deleterious effects [76] as a prolonged inflammatory response can cause severe tissue damage [41,77].

The greatest induction of genes in the control calves also occurred on d 7, a rather unexpected result given that these animals were not additionally exposed to any other stressor. However, the profile for these calves was much different than that of the weaned animals with the cytokine signalling, transmembrane transport, haemostasis and GPCR signalling pathways all having returned to baseline by d 7. Rather, almost 86% of the genes, which related to DNA replication and the cell cycle, were down-regulated on d 7 in relation to the pre-housing baseline. While it is clear that housing results in a molecular stress response on d 1 and 2, the results of d 7 require further examination as a similar effect was not found in the weaned treatment, despite these calves also being housed in addition to weaning. However, further research is required to assess the long term effect of housing stress in weaned calves. In the first 2 days following housing, a similar stress induced gene expression profile is present in both control and weaned calves, with a greater magnitude of induction in weaned calves exposed to the accumulative stress of housing, weaning and social reorganisation.

## Conclusions

A major strength of this study is that it represents the first application of RNA-Seq technology for genomic studies in bovine leukocytes in response to weaning stress. Weaning stress induced a significant number of transcriptional changes that are reflected in the physiological alterations identified in cellular distribution. The most important finding of this study was that simultaneously weaning and housing of calves produces a perturbation to the homeostasis of the leukocyte transcriptome which was still present 7 days following weaning. Weaning at housing induced activation of a number of cytokine, chemokine and integrin transcripts which may alter the immune system whereby the ability of a number of cells of the innate and adaptive immune systems to locate and destroy pathogens is enhanced. Weaning also appears to elicit an acute inflammatory response in calves. However, this may have potentially negative consequences for tissues that are at risk of damage due to inflammation. Additional research is required to align these two conclusions, although it is likely a case where an initial beneficial anti-pathogenic response gives way to damage due to inflammation over a number of days when the stressor is not eliminated. It is also clear that housing results in a less marked stress response than weaning, as identified by a reduced induction in gene expression following housing. Future studies should examine the processes that have been identified in this study as playing a critical role in immunocompetence of weaned calves and should principally address the ability of calves to mount an immune response to viral and bacterial challenge following weaning or exposure to other stressors. This study has identified regulatory gene networks that are stress activated, and may be modulated by glucocorticoids in leukocytes, and provides a mechanistic framework to characterise the multifaceted nature of weaning stress adaptation in beef calves.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors’ contributions

BE and MMcG designed the study. AOL performed the experiments. AOL, DJL and BE analysed the data and AOL prepared the manuscript. AOL, DJL, MMcG, SD, MMcC and BE contributed to, read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.**This summary file contains the raw read counts broken down by gene and sample. Click here for file

Additional file 2 **Table S2.**Differentially Expressed Genes. This file contains a list of the significantly differentially expressed (FDR < 0.05) genes at each comparison and their human orthologs, when available. Click here for file

Additional file 3 **Table S3.**Lane Assignment and Preliminary Analysis of RNA-seq Reads. This file contains a table containing the lane assignments for each sample along with a summary of reads by lane. Click here for file

Additional file 4 **Table S4.**Significantly differentially expressed pathways between weaned and control calves. Click here for file

Additional file 5 **Table S5.**Over-represented InnateDB pathways involved in the bovine stress response. This file contains a list of pathways identified with InnateDB as being over-represented among the differentially expressed genes for each comparison. Click here for file

Additional file 6 **Table S6.**Significantly differentially expressed pathways in weaned calves. Click here for file

Additional file 7 **Table S7.**Significantly differentially expressed pathways in control calves. Click here for file

Additional file 8 **Table S8.**Alternatively spliced genes. This file contains a list of genes that underwent alternative splicing for each comparison. Click here for file

Additional file 9 **Table S9.**Pathways affected by alternative splicing. This file contains a list of pathways identified as over-represented following analysis with alternatively spliced genes. Click here for file

Additional file 10 **Table S10.**Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes between weaned and control calves. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed between weaned and control animals using oPOSSUM. Click here for file

Additional file 11 **Table S11.**Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following weaning. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed following weaning using oPOSSUM. Click here for file

Additional file 12 **Table S12.**Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following housing. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed following housing stress using oPOSSUM. Click here for file

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 4 — Table S4.Significantly differentially expressed pathways between weaned and control calves.

| **Table S4. Significantly differentially expressed pathways between weaned and control calves.** | | | |
| --- | --- | --- | --- |
|  | **Day post weaning** | | |
| **Pathway** | **Day 1** | **Day 2** | **Day 7** |
| **Cytokine signalling** | CCL24, CXCL5, FLT3, IFNK, CXCL8, KDR, CXCL7, TNFRSF11A, XCL2 |  |  |
| **Transmembrane transport** | **AQP1**, SLC10A6, SLC12A3, SLC14A1, SLC26A3, SLC4A5, SLC5A11, **SLC6A5** | **SLC12A3**, SLC24A5, SLC26A3, SLC29A4, SLC29A10, SLC4A1, SLC5A7, SLC6A15, SLC6A2 |  |
| **Haemostasis** | MRVI1, PDE5A | **COL1A1**, **COL1A2** | **COL1A1**, **COL1A2**, α2β1 |
| **GPRC signalling** |  | **ADRB1**, **ADRB3**, HTR1B, **GLP1R**, **PDE4C** | GNAI1, RGS1, RGS13, RGS17, **RGS20** |
| RED indicates genes up-regulated in weaned calves versus control calves; **GREEN** indicates genes down-regulated in weaned calves versus control calves.  Genes are listed if two criteria are met: 1) they are significantly differentially expressed (fold change ≥ 2 and false discovery rate (FDR) < 0.05); 2) the pathway is significantly differentially expressed as identified by GOseq and InnateDB (FDR < 0.1). | | | |

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 6 — Table S6.Significantly differentially expressed pathways in weaned calves.

| **Table S6. Significantly differentially expressed pathways in weaned calves** | | | |
| --- | --- | --- | --- |
|  | **Day post weaning** | | |
| **Pathway** | **Day 1** | **Day 2** | **Day 7** |
| **Cytokine signalling** | **BMP6**, CCL2, CCL24, CXCL5, IL23R, IL5RA, CXCL8, LIFR, CXCL7, XCL2, AICDA, **COL1A1**, **COL1A2**, **IRS1** | **CCL19**, CXCL10, IL15RA, IL1A, IL23R, IL5RA, CXCL8, **MPL**, SKP1, PLCB4, TIAM2, AICDA, **COL1A1**, **COL1A2**, CCRL1 | IFNG, JAK2, LRPPRC, LIF |
| **Transmembrane transport** | SLC24A1, SLC24A5, **SLC22A1**, SLC22A7, SLC5A11, SLC5A7, SLC6A15, NUP54 | **CFTR**, **RHCG**, SLC1A1, SLC24A1, SLCA5, SLC2A13, SLC4A1, SLC5A7, SLC6A15, SLC6A2, SLC7A11, ABCA1, **ABCC11** |  |
| **Haemostasis** | **COL1A1**, **COL1A2**, α2β1, CPB2, PLAT, SERPINB2, ANGPT2, PDE3A, PLA2G4A, TRPC3 | **COL1A1**, **COL1A2**, α2β1, **COL3A1**, EDN1, PLA2G4A, TRPC6, **MPL**, P2RY12, TRPC3, IL1A, IL5RA, MME | **COL1A1**, **COL1A2**, **COL3A1**, α2β1, **ADCY8**, **EDNRB**, JAK2 |
| **GPRC signalling** | **ADM**, CALCRL | **ADM**, **ADRB3**, **CCL19**, CCRL1, CXCL10, EDN1, **FZD4**, **FZD7**, OXTR, P2RY12, P2RY14, TSHB, **VIPR1**, ADCY10, **EREG**, FGF2, FZD3, IL1A, CXCL8, NRG2, RGS1, RGS11, TSHB, PLCB4, TRPC3, TRPC6, CAMP, PLCB4, RYR3, **CFTR**, CHRNA2, GHSR, **NMUR2** | **ADCY8**, CD80, FZD4, FZD7, IFNG, **LIF**, **RAPGEF4**, RGS1, RGS2, **TAC3**, TSHB, **ADM**, ADRB2, CCL4, **EDNRB**, HTR2B, **UTS2** |
| RED indicates genes up-regulated versus Day 0; **GREEN** indicates genes down-regulated versus Day 0.  Genes are listed if two criteria are met: 1) they are significantly differentially expressed (fold change ≥ 2 and false discovery rate (FDR) < 0.05); 2) the pathway is significantly differentially expressed as identified by GOseq and InnateDB (FDR < 0.1). | | | |

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 7 — Table S7.Significantly differentially expressed pathways in control calves.

| **Table S7. Significantly differentially expressed pathways in control calves.** | | | |
| --- | --- | --- | --- |
|  | **Day following weaning** | | |
| **Pathway** | **Day 1** | **Day 2** | **Day 7** |
| **Cytokine signalling** | IL13, **IL1A**, PDGFRB, **TNFRSF11A** | CCBP2, CCL22, **CCRL1** |  |
| **Transmembrane transport** |  | ABCA13, **ABCC2**, **ABCC8** |  |
| **Haemostasis** | GP1BA, **IL1A**, **MRVI1**, PLAT, PROC, **GNG12**, PDGFRB |  |  |
| **GPRC signalling** | PLAT, PROC, **SERPINA1**, IL13, **IL1A**, **WNT5B**, WNT8B | **C3AR1**, CCBP3, CCL22, **CCRL1**, GLP1R, **GNRH1** |  |
| RED indicates genes up-regulated in weaned calves versus control calves; **GREEN** indicates genes down-regulated in weaned calves versus control calves.  Genes are only listed if two criteria are met: 1) they are significantly differentially expressed (fold change ≥ 2 and false discovery rate (FDR) < 0.05); 2) the pathway is significantly differentially expressed as identified by GOseq and InnateDB (FDR < 0.1). | | | |

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 10 — Table S10.Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes between weaned and control calves. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed between weaned and control animals using oPOSSUM.

| **Supplementary Table 10. Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes between weaned and control calves** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** | **Transcription factor** | **TF Class** | **No. submitted genes** | **No. included genes** | **Target gene hits** | **Target TFBS hits** | **Z-score** | **Fisher score** |
| **Weaned vs Control** |  |  |  |  |  |  |  |  |
| Day 1 | **NFKB1** | REL | 75 | 71 | 16 | 34 | 12.27 | 0.02442 |
| Day 2 | **SP1** | ZN-Finger, C2H2 | 94 | 87 | 64 | 286 | 10.27 | 0.008341 |
| Day 7 | Lhx3 | Homeo | 944 | 793 | 513 | 1868 | 36.1 | 0.00000000000906 |
|  | Foxd3 | Homeo | 944 | 793 | 536 | 2036 | 44.5 | 0.000000005882 |
|  | Prrx2 | Homeo | 944 | 793 | 673 | 6463 | 49.79 | 0.00000003235 |
|  | NKX3-1 | Homeo | 944 | 793 | 493 | 1607 | 31.43 | 0.00000009752 |
|  | **SP1** | ZN-Finger, C2H2 | 158 | 141 | 110 | 541 | 23.65 | 0.00001001 |
|  | SRY | HMG | 944 | 793 | 624 | 3916 | 37.47 | 0.00005745 |
|  | **MZF1 5-13** | ZN-Finger, C2H2 | 158 | 141 | 113 | 572 | 15.92 | 0.0001504 |
|  | Pdx1 | Homeo | 944 | 793 | 670 | 6552 | 47.06 | 0.0002094 |
|  | Nkx2-5 | Homeo | 944 | 793 | 681 | 7005 | 47.62 | 0.0002818 |
|  | Foxa2 | Forkhead | 944 | 793 | 494 | 1733 | 35.57 | 0.0004601 |
|  | Sox5 | HMG | 944 | 793 | 629 | 4126 | 32.0 | 0.0007285 |
|  | **REST** | ZN-Finger, C2H2 | 158 | 141 | 6 | 6 | 11.4 | 0.009661 |
| RED indicates analysis performed using up-regulated genes; **GREEN** indicates analysis performed using down-regulated genes | | | | | | | | |

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 11 — Table S11.Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following weaning. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed following weaning using oPOSSUM.

| **Supplementary Table 11. Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following weaning** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** | **Transcription factor** | **TF Class** | **No. submitted genes** | **No. included genes** | **Target gene hits** | **Target TFBS hits** | **Z-score** | **Fisher score** |
| **Weaned** |  |  |  |  |  |  |  |  |
| Day 0 vs 1 | SP1 | ZN-Finger, C2H2 | 58 | 53 | 43 | 230 | 25.33 | 0.001226 |
|  | Sox5 | HMG | 215 | 170 | 141 | 1057 | 15.69 | 0.005115 |
|  | SRY | HMG | 215 | 170 | 142 | 971 | 15.01 | 0.0005537 |
|  | Pdx1 | Homeo | 215 | 170 | 150 | 1556 | 14.9 | 0.001884 |
|  | Prrx2 | Homeo | 215 | 170 | 147 | 1500 | 14.77 | 0.001319 |
|  | NHLH1 | bHLH | 58 | 53 | 29 | 50 | 13.96 | 0.0001506 |
|  | Foxd3 | Forkhead | 215 | 170 | 117 | 474 | 13.7 | 0.001539 |
|  | Foxa2 | Forkhead | 215 | 170 | 118 | 415 | 12.17 | 0.0003255 |
|  | FOXI1 | Forkhead | 215 | 170 | 117 | 413 | 10.97 | 0.000663 |
|  | Lhx3 | Homeo | 215 | 170 | 118 | 429 | 10.06 | 0.000006085 |
| Day 0 vs 2 | Pdx1 | Homeo | 192 | 162 | 146 | 1511 | 14.61 | 0.0002197 |
|  | Prrx2 | Homeo | 192 | 162 | 143 | 1442 | 13.55 | 0.0001892 |
|  | Foxa2 | Forkhead | 192 | 162 | 115 | 403 | 11.93 | 0.00008997 |
|  | TEAD1 | TEA | 82 | 73 | 29 | 49 | 11.89 | 0.003366 |
|  | Lhx3 | Homeo | 192 | 162 | 117 | 427 | 11.53 | 0.0000002648 |
|  | Nkx2-5 | Homeo | 192 | 162 | 148 | 1576 | 11.09 | 0.0002961 |
|  | MEF2A | MADS | 192 | 162 | 80 | 166 | 10.4 | 0.0002961 |
| Day 0 vs 7 | FOXI1 | Forkhead | 237 | 200 | 137 | 467 | 13.09 | 0.0003402 |
|  | Lhx3 | Homeo | 237 | 200 | 88 | 158 | 11.18 | 0.00001208 |
| RED indicates analysis performed using up-regulated genes; **GREEN** indicates analysis performed using down-regulated genes | | | | | | | | |

# Supplementary material for: Transcriptomic analysis of the stress response to weaning at housing in bovine leukocytes using RNA-seq technology
**Source:** BMC Genomics. 2012 Jun 18;13:250. doi: 10.1186/1471-2164-13-250
**Supplement:** Additional file 12 — Table S12.Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following housing. This file contains a table of transcription factors identified as having a role in the regulation of genes differentially expressed following housing stress using oPOSSUM.

| **Supplementary Table 12. Significantly over-represented transcription factors based on transcription factor binding sites of up- and down-regulated genes following housing** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** | **Transcription factor** | **TF Class** | **No. submitted genes** | **No. included genes** | **Target gene hits** | **Target TFBS hits** | **Z-score** | **Fisher score** |
| **Weaned** |  |  |  |  |  |  |  |  |
| Day 0 vs 2 | SP1 | ZN-Finger, C2H2 | 73 | 67 | 51 | 214 | 10.01 | 0.005796 |
| Day 0 vs 7 | **NKX3-1** | Homeo | 912 | 774 | 508 | 1688 | 33.86 | 0.0000000000007823 |
|  | **Lhx3** | Homeo | 912 | 774 | 506 | 1962 | 39.0 | 0.00000000000108 |
|  | **Foxd3** | Forkhead | 912 | 774 | 535 | 2055 | 40.72 | 0.00000000003793 |
|  | **Prrx2** | Homeo | 912 | 774 | 659 | 6765 | 53.08 | 0.00000001522 |
|  | **FOXI1** | Forkhead | 912 | 774 | 513 | 1723 | 27.93 | 0.00000002982 |
|  | **Foxg1** | Forkhead | 912 | 774 | 360 | 735 | 17.0 | 0.0000003186 |
|  | **Foxa2** | Forkhead | 912 | 774 | 504 | 1811 | 37.82 | 0.0000006219 |
|  | SP1 | ZN-finger, C2H2 | 160 | 145 | 115 | 606 | 38.41 | 0.000001446 |
|  | **HLF** | bZip | 912 | 774 | 329 | 543 | 14.13 | 0.000001766 |
|  | **Pdx1** | Homeo | 912 | 774 | 553 | 6837 | 49.8 | 0.000007135 |
|  | **MEF2A** | MADS | 912 | 774 | 337 | 635 | 14.14 | 0.0000095 |
|  | **Sox5** | HMG | 912 | 774 | 626 | 4326 | 35.07 | 0.00001499 |
|  | **SRY** | HMG | 912 | 774 | 611 | 4074 | 39.25 | 0.00003538 |
|  | USF1 | bHLH-ZIP | 160 | 145 | 103 | 313 | 14.65 | 0.00006722 |
|  | Mycn | bHLH-ZIP | 160 | 145 | 105 | 336 | 13.43 | 0.00008339 |
|  | **Nkz2-5** | Homeo | 912 | 774 | 688 | 7432 | 54.87 | 0.00009584 |
|  | Arnt | bHLH | 160 | 145 | 105 | 349 | 13.42 | 0.0001749 |
|  | Myf | bHLH | 160 | 145 | 93 | 232 | 10.76 | 0.0002006 |
|  | HNF4A | Nuclear Receptor | 160 | 145 | 78 | 131 | 11.96 | 0.000236 |
|  | MAX | bHLH-ZIP | 160 | 145 | 81 | 162 | 11.55 | 0.000236 |
|  | MZF1 5-13 | ZN-finger, C2H2 | 160 | 145 | 115 | 641 | 30.55 | 0.0002943 |
|  | NHLH1 | bHLH | 160 | 145 | 62 | 110 | 12.74 | 0.0007532 |
|  | **IRF1** | TRP-Cluster | 912 | 774 | 279 | 455 | 13.49 | 0.0008395 |
|  | SRF | MADS | 160 | 145 | 16 | 19 | 13.14 | 0.001503 |
| RED indicates analysis performed using up-regulated genes; **GREEN** indicates analysis performed using down-regulated genes | | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

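Total leukocytes of 12 calves, 6 weaned at housing and 6 housed unweaned, were sequenced on days 0, 1, 2 and 7, which gives 48 libraries in 8 groups of 6. The authors aligned the reads to the bovine genome with no mismatches, suppressed reads with several alignments, kept 1 read at each genomic position and deposited raw counts of reads per Ensembl gene, without normalisation. Whether the counting used the strand is not stated. Total counts per library were 1662995 to 4256011, so that 3 counts, taken as the smallest number that can be told from none, correspond to 0.705 to 1.80 CPM (counts relative to the total of the library, which for all values of single genes was scaled by TMM). This covers counting error only, and calves of a group differed by more.

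Counts were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, genes with at least 10 counts in total over the libraries compared, and the quasi-likelihood F-test. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The 10 comparisons of 2 groups were weaned against control calves on each day, and each later day against day 0 within each treatment. The 3 treatment by day interactions were fitted over 24 libraries with calf as a block. Single genes were also compared by exact two-sided permutation tests, of the calf labels between treatments and of the signs of the changes within calves. The cell cycle score is the mean of log2(CPM + 1) over the genes that Table S5 lists under Cell Cycle, Mitotic on day 7. Other computations and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

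The genes that could be named were set before the data were examined: every gene the paper names in its results or in Tables S4, S6 and S7, in the comparison where it names it, and for each comparison the 2 called genes with the smallest adjusted p in each direction. Which of these are described in detail was chosen after their values were seen. Symbols came from the human orthologs in the paper's supplementary tables, which name 643 bovine identifiers, and genes without such a pair were left out. Lists of marker genes for blood cell types could not be used, since at most 33.3% of the markers of such a list were identified, so that the cell composition of the samples was not examined.

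The alternatives set before the data were examined were RLE size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, the filterByExpr filter, a robust fit, edgeR's exact test with a common or with tagwise dispersions, all 48 libraries in 1 fit, flowcell as a block, calf as replicate block, only calves with both libraries on the same flowcell, the share of reads kept after duplicate removal as a covariate, and leaving out each calf in turn. A correction for GC content was not run, because no genome sequence was at hand. Added after the data were seen were the exact test without the filter on low counts, with a common dispersion or with the dispersion fixed at 0.001, 0.02, 0.05, 0.1, 0.15 or 0.2, and the same test at 0.001 with unadjusted p. The procedures were tested on simulated data. Of 200 genes changed 4-fold between 6 and 6 libraries, the F-test called 88.5% to 93% and the interaction test 69%. The changed genes were drawn only from those above a limit on mean counts, and no smaller change was simulated. These shares therefore do not give the power for genes with few counts or for changes near 2-fold. Alternative splicing, transcription factor binding sites, gene ontology terms and haematology cannot be derived from these counts and were left out.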

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

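The tests of kept reads against the first principal component and of the day 7 labels of calves 1758 and 1770 were chosen after the results were seen, and those of the cell cycle score before.

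Within each group of 6 calves, a library was noted when its gap to the nearest other was large for the range of the group, which happens by chance in about 1 in 20 groups. It happened in 34 of 148 groups, or 23%, of which 5 were among 32 groups of library measures and 28 among 114 groups of gene values. Gene values are skewed and many are near 0, so that the share for normal values, 4.8% in simulated groups, is no fair comparison for them.

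Control calf 1759 had 1662995 total counts on day 2, where the nearest calf had 3443620, and lay at -39.93 on the first principal component, where the nearest was at -7.54. Weaned calf 1773 had 60.5% of its reads kept on day 1, against 47.2% in the nearest calf, and lay at 74.3 on that component. Weaned calf 1758 lay at 82.7 on day 2. Over the 12 calves of a day, the component was correlated with the kept share at r = 0.62 on day 0 (adjusted permutation p = 0.0425), 0.882 on day 1 (adjusted p = 0.00124), 0.336 on day 2 (adjusted p = 0.284) and 0.663 on day 7 (adjusted p = 0.0395). Without the 2 farthest calves these were 0.59, 0.758, -0.592 and 0.21. Within a treatment on a day, the smallest adjusted p was 0.0852. The kept share may therefore account for part of the spread between libraries on days 0 and 1, and on day 7 the correlation rests on 2 calves. No biological explanation was tested.

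For single genes, the libraries far from the others were these, in CPM. In weaned calves on day 0 they were XCL2 0.294 in calf 1758, RGS2 12.6 in calf 1762, ADM 36.8 in calf 1769 and RYR3 13.5 in calf 1809. In weaned calves on day 1 they were CXCL5 5.40, PPBP 29.05, AQP1 0.771 and MRVI1 2.57 in calf 1769, SLC6A15 4.26 in calf 1758 and CALCRL 37.7 in calf 1773. In weaned calves on day 2 they were SLC6A15 9.44, SLC5A7 12.0 and IL8 8.73 in calf 1758, SLC6A2 77.5 and IL1A 2.58 in calf 1762, SLC4A1 3.75 and HTR1B 4.00 in calf 1770 and PDGFC 2.42 in calf 1773. In weaned calves on day 7 they were GNAI1 13.7, RGS1 30.0, IFNG 0.268, LRPPRC 142.9 and LIF 33.5, in the library labelled calf 1758. In control calves they were AQP1 2.66 in calf 1789 and PDE5A 0.306 in calf 1759 on day 1, SLC6A2 23.4 in calf 1789 and SLC4A1 0.693 in calf 1759 on day 2, and RGS20 6.65 in calf 1789 on day 7. PDE5A, XCL2, IFNG and, in control calves, SLC4A1 rest on a single count. No explanation was tested gene by gene.

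The change of the cell cycle score from day 0 to day 7 differed between treatments by -1.18 (control minus weaned, exact two-sided permutation p = 0.013), and in weaned calf 1758 it was 2.12, where the nearest weaned calf was at 0.323. Over the 12 calves, the change of the score was correlated with the change of the kept share at r = 0.847 (adjusted p = 0.00717), and at 0.316 without the 2 farthest calves. Within weaned calves it was 0.937 (adjusted p = 0.025), and 0.958 without the 2 farthest, and within control calves 0.66 (adjusted p = 0.317), and 0.787 without the 2 farthest. Library size gave r = 0.401 (adjusted p = 0.184) and the share of counts in the top genes r = -0.623 (adjusted p = 0.0776), neither of which passes. Without the 2 farthest calves library size gave 0.691, and within control and weaned calves 0.932 and 0.874, over 4 calves each, and the top genes gave -0.444, -0.812 and 0.147, so that library size is not excluded. Control calves sequenced on 2 flowcells changed by -0.819 more than those on 1 (exact permutation p = 0.267, 4 against 2 calves), a design that cannot give a small p. The paper lists the genes of the score because they differed between treatments on day 7 in these counts, so that p = 0.013 does not test the treatment on genes chosen without it. The difference cannot be told apart from this choice, from the kept share, from library size or from flowcell.

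The library of day 7 labelled calf 1758 correlated at 0.734 with calf 1770 and at 0.322 with its own calf, over the 200 genes that differ most between calves on the other days, and that labelled calf 1770 correlated at 0.639 with calf 1758 and at 0.317 with its own. Over genes more than 2-fold apart between these calves on days 0, 1 and 2, with the other calf at 0% and the own calf at 100%, the 2 libraries lay at 42% and 31.5%, where those of the other 4 weaned calves lay at 71% to 107%. A plain exchange would place them near 0%. An exchange of these 2 labels is a candidate explanation for the correlations, but not for these places, and is left open. Both calves were weaned, so that comparisons of groups on day 7 do not depend on an exchange, whereas changes within these calves, the score changes among them, do.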

How the results depend on the processing

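The alternatives with a fixed dispersion, with unadjusted p and with a common dispersion without the filter were chosen after the results were seen, as were the regroupings of called genes and the shuffles of the kept share. The others were set before the data were examined.

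In the order weaned against control on days 0, 1, 2 and 7, weaned on days 1, 2 and 7 and control on days 1, 2 and 7 against day 0, the exact test with a common dispersion called 68, 40, 75, 865, 64, 62, 38, 0, 18 and 743 genes, and without the filter on low counts 58, 34, 69, 893, 51, 58, 33, 0, 18 and 714. With the dispersion fixed at 0.001 it called 207, 169, 315, 1110, 242, 246, 225, 23, 142 and 803, at 0.02 it called 141, 85, 208, 1042, 171, 156, 133, 2, 68 and 789, at 0.05 it called 69, 61, 138, 953, 81, 95, 63, 1, 20 and 738, at 0.1 it called 39, 32, 51, 841, 16, 47, 24, 0, 11 and 623, at 0.15 it called 21, 7, 22, 300, 7, 28, 9, 0, 5 and 57, and at 0.2 it called 12, 6, 17, 43, 5, 23, 8, 0, 4 and 8. With unadjusted p at 0.001 the counts were 314, 265, 434, 1223, 330, 369, 365, 117, 213 and 885. For control calves on day 1, where all these counts are small, 107 genes had an unadjusted p under 0.05 in the F-test. In data simulated from weaned and control calves on day 7, the exact test with a common dispersion made 101 false calls where the F-test made 3, and in data simulated from control calves on days 0 and 7 it made 49 where the F-test made 4. The cause of the differences was not tested.

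Tagwise dispersions called 1 gene on days 1 and 2 and 18 on day 7 between treatments, 1 in weaned calves on day 1 and 1 on day 7. DESeq2 called 21 on day 7 between treatments, 1 in weaned calves on day 1 and 1 on day 7, and 3 and 595 for the interaction on days 1 and 7. Without the filter the interaction on day 7 had 625. With calf as replicate block, 2 genes were called in weaned calves on day 1, where 0 were called without it and 1456 had an unadjusted p under 0.05.

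In control calves on day 7, with 516 genes called, the count was 1 with all 48 libraries in 1 fit and 2 with the kept share as a covariate. It was 0 in the 2 calves with both libraries on the same flowcell, too few calves for this 0 to tell anything. Across the 6 fits that each left out 1 calf it ran from 0 to 1086. It was 536 with calf as replicate block, 569 with RLE size factors, 609 with DESeq2, 612 with filterByExpr and 495 without the filter. Of 100 shuffles of the kept share over the libraries, the real one included, 26 left as few genes, so that the loss under this covariate is what a covariate of no meaning could give. Between treatments on day 7, the fits that each left out 1 calf called 0 to 1137 genes over 12 fits, the highest without weaned calf 1809, whose library of day 7 correlated at 0.917 with the others of its calf. For the interaction on day 1 they called 0 to 1. The remaining counts stayed at 0 when each calf was left out.

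The weaned change of the cell cycle score ran from -0.0973 to 0.40 across the 6 fits that each left out 1 calf and changed sign without calf 1758. That of control calves ran from -1.10 to -0.701 and the difference from -1.37 to -0.815. Over the fits that each left out 1 calf, the log2 change between treatments on day 2 ran from -0.23 to 2.25 in SLC6A15 and from -0.37 to 1.67 in SLC5A7 (negative without calf 1758), from -0.63 to 1.83 in SLC6A2 (negative without calf 1762) and from -0.25 to 1.65 in HTR1B (negative without calf 1770). With flowcell as a block it was -0.65 in SLC5A7 and -0.02 in SLC6A2. For SLC5A7 this is no separate check, since calf 1758 was alone on its flowcell on day 2 and the block takes it out of the estimate. In weaned calves it ran from -3.65 to 0.30 in ADM on day 1 (positive without calf 1769), from -0.16 to 1.84 in IL8 and from -0.39 to 1.92 in SLC6A15 on day 2, and from -0.08 to 0.71 in LRPPRC on day 7 (each negative without calf 1758). LRPPRC was also at -0.11 with the kept share as a covariate. The cause was not tested. Of 1624 values of 64 pairs of gene and comparison under alternatives, 1361 kept direction and side of the threshold, 252 passed it and 11 changed sign.

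Other groupings of the same libraries were compared by their number of genes at an unadjusted p under 0.05, the real grouping included. As many genes were reached by 20, 41, 55 and 6 of 100 groupings between treatments on days 0, 1, 2 and 7, drawn from 462. Within calves, exchanges of days reached as many in 4, 16 and 12 of 32 for weaned calves and in 4, 6 and 1 of 32 for control calves, on days 1, 2 and 7. For the interaction, 1, 3 and 1 of 21 groupings did. For called genes, 1 of 32 exchanges reached the count of control calves on day 7, the real one, and where 0 were called all 100, 32 or 21 groupings reach that count, which tests nothing.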

Differences from the paper's values

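All values given as the paper's come from its text or supplementary tables. The settings with a fixed dispersion, with unadjusted p and with a common dispersion without the filter were chosen after seeing the values.

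No gene was called in 8 of the 9 comparisons that the paper lists. Between weaned and control calves, 0 genes were called on day 1 against the paper's 276, 0 on day 2 against the paper's 411 and 0 on day 7 against the paper's 1318, with 424, 470 and 3552 genes at an unadjusted p under 0.05. In weaned calves, 0 were called on days 1, 2 and 7 against the paper's 353, 360 and 370, with 1456, 295 and 371 at an unadjusted p under 0.05. In control calves, 0 were called on days 1 and 2 against the paper's 110 and 217, with 107 and 705 at an unadjusted p under 0.05, and 516 on day 7 against the paper's 1240.

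Of the alternatives set before the data were examined, 2 came within 1.5 times the paper's count: leaving out calf 1809 between treatments on day 7, with 1137 genes of which 790 are in the paper's list, and leaving out calf 1803 in control calves on day 7, with 1086 genes of which 730 are in the paper's list. None closed the gap in the other 7 comparisons. The exact test with unadjusted p and the dispersion fixed at 0.001, chosen after seeing the values, came within 1.5 times in all 9. In the order of the counts above, 246 of 265, 380 of 434 and 1180 of 1223 of its genes are in the paper's lists between treatments, 322 of 330, 326 of 369 and 129 of 365 in weaned calves, and 97 of 117, 196 of 213 and 848 of 885 in control calves, so that for weaned calves on day 7 the number is reached without most of the paper's genes. With adjusted p and the dispersion fixed at 0.001, also chosen after seeing the values, the exact test did so between treatments on days 2 and 7 and in weaned calves on days 1 and 2. Between treatments on day 7 the exact test did so as well with the dispersion fixed at 0.02 or 0.05, and with a common dispersion and no filter, again chosen after seeing the values.

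For 64 pairs of gene and comparison, those followed under the alternatives, the log2 changes were compared and 3 differed, all in weaned calves on day 7. This is no count over the paper's list for that comparison, nor over the genes described here, where others also differ, such as CCL4 at -0.52 against the paper's 1.34, ADCY8 at -0.64 against the paper's -1.35 and CD80 at 0.49 against the paper's 1.81. JAK2 was at 0.52 against the paper's 3.59, LRPPRC at 0.48 against the paper's 1.19 and LIF at 0.53 against the paper's 2.01. No alternative, set before or chosen after seeing the values, closed these gaps. TSHB, at 2.40 against the paper's 3.82 in the same comparison, is not among the 3, because its counts on day 0 were too few and only a lower bound of 1.32-fold was compared.

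Among single genes that the paper lists and that were not called here, the exact test with a common dispersion called 31 of the 64 pairs of gene and comparison. With the dispersion fixed at 0.001, 0.02, 0.05, 0.1, 0.15 and 0.2, chosen after seeing the values, the test called 51, 45, 34, 24, 16 and 16. Leaving out calf 1809 called COL1A1, COL1A2, GNAI1 and RGS1 between treatments on day 7.

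The paper's Table S6 gives direction by colour, of which only bold type remained in the text at hand, and bold is read here as lower. Read so, it places LIF among both the higher and the lower genes of weaned calves on day 7. It places NMUR2 among the genes lower in weaned calves on day 2, where its log2 change was 2.98, and the paper's gene list gives it 2.99. On day 7 in weaned calves it places FZD4, FZD7 and CCL4 among the higher genes, where the log2 changes were -0.95, -0.72 and -0.52. It places EDNRB, RAPGEF4 and UTS2 among the lower genes, which had 6, 0 and 2 counts on day 0 and 18, 11 and 10 on day 7, too few for a fold. The paper's text places PDGFC among the genes higher in weaned calves on day 2, where its log2 change was -1.52, and the paper's gene list gives it -1.68. On day 7 in weaned calves, IFNG, listed by the paper as higher, had 8 counts on day 0 and 1 on day 7, and 98 of 349 tested genes of that list had the opposite direction.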

Other observations

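The tests of the lists of the paper and of the label of calf 1755 were chosen after the results were seen, and those of shared changes before.

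In the paper's list for weaned calves on day 7, the listed changes and those computed from pooled counts had a correlation of 0.301, against 0.999 to 1 in the other 8 lists. Of the first 37 lines, 30 hold a change within 0.1 of that of their gene, and of the other 333, 14 do. The number 37 was chosen after the values were seen. An alignment that keeps the order of both columns pairs 133 of 370 values with a gene of nearly the same change, against at most 88 in 100 shuffles. A first form of this test, on modelled changes with a wider tolerance, was replaced after its result was seen. Values shifted against their identifiers are a candidate explanation for the mismatch.

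A gene with at least 50% of its counts in 1 of the 12 libraries made up 17.0%, 16.3% and 6.45% of the paper's lists between treatments on days 1, 2 and 7, 13.3%, 22.5% and 5.68% in weaned calves and 20.0%, 17.1% and 3.87% in control calves. For each list, 1000 random lists of genes with similar counts were drawn, and none reached the share of the paper's list. The largest random shares were 6.88%, 6.08% and 2.66% between treatments, in the same order of days. They were 5.95%, 7.78% and 3.51% in weaned calves and 11.8%, 6.45% and 1.69% in control calves. The lists were chosen for differences between groups, which 1 high library can make, so that this test cannot tell whether such libraries led to the listing.

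The paper's adjusted p lie under the adjusted p of an exact test with a dispersion of 0.001 for 41.6% of 4285 genes in 8 lists, and the 2 lists of day 7 hold most of these genes. The share was 24% in each of these 2 lists, and 66.3%, 58.2%, 68.6%, 64.2%, 96.4% and 78.3% in those of days 1 and 2 between treatments, in weaned and in control calves. Had unadjusted p of about this dispersion been listed as adjusted ones, most would lie under it. The 8 lists together do not show this, whereas each of the 6 lists of days 1 and 2 taken alone does. The explanation may therefore hold for those 6 and is left open. In the 2 lists of day 7, the listed values lay above the unadjusted p of this test, with a median log10 ratio of 2.64 between treatments and 3.26 in control calves. A test with a larger dispersion gives larger p, so that the pooled share does not count against the explanation. The rule of judging the 8 lists together was chosen after the results were seen.

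Weaned and control calves were compared for shared changes from day 0. The correlations across genes were negative, at -0.593, -0.442 and -0.549 on days 1, 2 and 7. One as high was given by 94, 86 and 91 of 100 exchanges of days within calves, and one as low by 7, 15 and 10. No shared change was therefore found beyond what exchanges give.

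The library of day 2 labelled calf 1755 correlated at 0.273 with calf 1769 and at 0.0768 with its own calf over 200 genes, but with its own calf most over 1000 genes, and no explanation can be chosen from this. Of 48 libraries, 45 resembled their own calf most. The weakest of these matches was that of the day 0 library of weaned calf 1758, at 0.291 with its own calf and 0.194 with the nearest other. That library is part of the baseline of weaned calves.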
